# Integrated analysis of miRNA and mRNA expression profiles in testes of Landrace and Hezuo boars

**DOI:** 10.3389/fvets.2022.942669

**Published:** 2022-10-18

**Authors:** Bo Zhang, Zunqiang Yan, Yi Gao, Jiyou Li, Zike Wang, Pengfei Wang, Qiaoli Yang, Xiaoyu Huang, Shuangbao Gun

**Keywords:** precocious puberty, small RNA-Seq, microRNA, Hezuo boar, testis

## Abstract

Precocious puberty is closely related to testicular development and spermatogenesis, and there is increasing evidence that miRNAs are involved in regulation of testicular development and spermatogenesis. However, little is known about the regulation of microRNAs (miRNAs) during precocious maturation in Hezuo (HZ) boars. In this study, serum Testosterone (T), Estradiol (E_2_), Follicle-stimulating hormone (FSH) and Luteinizing hormone (LH) levels were detected in HZ and Landrace (LC) boars in the postnatal period at 30, 90, 120, 180, and 240 days, and the testes of HZ and LC boars at 30 and 120 days were used for histological observation. In addition, we performed small RNA-Seq to identify miRNA at sexual immaturity (30-days-old) and maturity (120-days-old) of HZ boar testis (using LC boar as control) to reveal the key miRNA in regulation of precocious puberty. Hormone assay results showed that high levels of T, E_2_, FSH, and LH may be related to precocious sexual maturity of HZ boars, and that FSH may play an important function before sexual maturity. Histological observation showed that HZ boars developed earlier than LC boars and had reached sexual maturity at 120 days. Small RNA-Seq yielded a total of 359 exist miRNAs, 767 known miRNAs and 322 novel miRNAs in 12 samples; 549, 468, 133, and 247 differentially expressed (DE) miRNAs were identified between Ha vs. Hb, La vs. Lb, Ha vs. La, and Hb vs. Lb (log_2_ fold change >1 and *p* < 0.05). Enrichment analysis showed that target genes of these DE miRNAs were enriched in many gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathways (such as PI3K-Akt, Hippo and Rap1 signaling pathways) were related to testicular development and spermatogenesis. Further screening, some miRNAs (such as ssc-miR-29b, ssc-miR-199b, ssc-miR-383, ssc-miR-149, ssc-miR-615, and ssc-miR-370) were possibly associated with precocious puberty. These results provide new light on miRNA regulatory mechanisms involved in precocious puberty.

## Introduction

Sexual maturation time is an important indicator of pig reproductive performance, and different breeds reach sexual maturity at different ages. Compared to foreign introduced breeds, some native pig breeds have excellent traits of early maturity that could be inherited stably during the evolutionary process. For example, Ding et al. (1) found that Chinese Meishan boars had appeared all levels of spermatogenic cells in the testicular spermatogenic tubules at 75 days of age, while Duroc boar did not appear. Paixao et al. studied the testicular development of the Bísaro pig, a local Portuguese pig breed, and found that mature complete spermatogenesis appeared at 90 days of age and had sexual capacity between 3.5 and 4.4 months of age, indicating that this breed is characterized by sexual precocity (2). In short, sexual precocity can improve the pig utilization rate, but also shorten the generation interval of excellent pig breed and accelerate the genetic breeding process. Therefore, shortening the time to sexual maturity is important to improving the reproductive efficiency of pigs.

Testosterone (T), produced primarily by the Leydig cells of the testes, has long been known to be the dominant sexual steroid hormone in males and is essential for Sertoli cells prior to testicular maturation (3, 4). However, Leydig, Sertoli, and Germ cells also produce estrogen at various stages of testes development (5). Estrogen contributes to early testicular development and is mainly produced by Sertoli cells in the immature testis (6). Prepubertal goats have considerable amounts of Estradiol (E_2_) in their serum, for example, their testes synthesize estrogen and regulate spermatogenesis during this period (7). Furthermore, testicular development also requires gonadotrophin support, such as follicle-stimulating hormone (FSH) and luteinizing hormone (LH). FSH is a critical regulator of reproductive physiology which promotes testicular Sertoli cell synthesis and stimulates spermatogenesis. In many species [such as rats (8), mice (3), sheep (9), and bulls (10)], FSH secretion occurs in a wave-like pattern and leads to a similar pattern of Sertoli cell development. These findings suggest that high levels of FSH play an important role in early Sertoli cell establishment, which may affect the timing of sexual maturation in animals. LH promotes the growth of testicular Leydig cells and synthesizes testosterone, which also promotes spermatogenesis (11). Therefore, the study of sex hormone secretion level and its change pattern are important to understand development of male mammalian sexual maturity.

microRNAs (miRNAs) are types of small, endogenous, non-coding RNA with ~22 nucleotides in length. It is well–known that miRNA can be bound to the 3'-untranslated region (3'-UTR) by perfect or imperfect complementary of target genes in mammals to inhibit or degrade the translation of mRNA (12). Testis is an important reproductive endocrine organs in male mammals and is the site of testosterone production and spermatogenesis (13). Spermatogenesis is a major biological process in development and differentiation of germ cells in the spermatogenic tubules of the mammalian testis, which is tightly regulated at both the transcriptional and post-transcriptional levels by testicular stage-specific gene expression (14). Thus, identifying key regulators in testis development and spermatogenesis will provide a useful reference for studying the mechanism of precocious puberty. Previous studies have revealed that miRNA is an important regulator for testis development or spermatogenesis by targeting mRNA with important functions (15). For instance, Huang et al. found that miR-375 and miR-499 were differentially expressed in testicular tissues of Junmu No.1 pigs at 1 and 6 month ages (16), Ding et al. identified miR-423 from the testes of Meishan boars at 20, 75, and 270 days ages (17). These miRNAs may play important roles in testicular development or spermatogenesis by regulating their target genes, respectively. In addition, miRNA have important regulatory roles in the synthesis and secretion of reproductive hormones. miR-1197-3p can regulate the synthesis and secretion of *T* in goat testis Leydig cells by targeting *PPARGC1A* (18). Yao et al. found that miR-224 can regulate the TGF-β signaling pathway by regulating *SMAD4* and promote *CYP19A1* gene expression to affect the secretion of E_2_ in mouse (19). However, miRNA in the testis of Hezuo pig has not been investigated.

Hezuo (HZ) pig is a very valuable genetic species resource, which is the unique native pig breed in Qinghai-Tibet Plateau of China, mainly distributed in Xiahe, Zhuoni, and Diebu of Gannan Tibetan Autonomous Prefecture (20). Compared to western breed (such as Landrace and Yorkshire), HZ pig has small size, strong disease resistance and early sexual maturation. HZ boar has sexual desire at 45 days and reach sexual maturity at around 4 months (21). However, there are few reports on precocious puberty in HZ pig. In the study, serum hormones (T, E_2_, FSH, and LH) were assayed in HZ and Landrace (LC) boars at 30, 90, 120, 180, and 240 days. And 12 small RNA-Seq libraries were constructed and sequenced using Illumina-HiSeq™ 2,500 to identify miRNA from Tests of 30-days-old and 120-days-old HZ and LC boars, so as to explore key miRNAs that regulated early maturation process in HZ boar.

## Materials and methods

### Ethics statement

This study followed strictly the animal ethical standards and regulations of the College of Animal Science and Technology, Gansu Agricultural University (approval number 2006–398). All works were made to minimize pain experienced by the experimental boars.

### Animals and determination of sex hormone concentration

In this study, 15 Hezuo and 15 Landrace boars (All boars from the Gansu Sunxiang breeding Co., Ltd. of Zhuoni in China) were used, divided in 5 periods (30, 90, 120, 180, and 240d) of 3 boars each. Blood samples of all 30 boars were drawn from the anterior vena cava. These samples were centrifuged (3,000 rpm for 10 mins) within 1 h of collection, stored at−20°C until assay for T, E_2_, FSH, and LH concentrations. The serum concentrations of T, E_2_, FSH, and LH in each boar was determined in triplicate by a commercial enzyme-linked immunosorbent assay (ELISA) kit (MEIMIAN, Jiangsu, China). The serum levels of T, E_2_, FSH, and LH were measured according to the vendor's instructions. The data were analyzed by one-way Analysis of Variance (ANOVA) using SPSS software.

### Paraffin embedding and HE staining

Testicular samples were fixed in Bouin' solution for 72 h and then were processed into paraffin sections of 4–6 μm thickness, and subjected to hematoxylin and eosin (HE) and examined with a light microscope. Diameter of spermatogenic tubule was measured and the number of spermatogenic cells and Sertoli cells was counted. One-way ANOVA was performed using SPSS software.

### Testis sample collection and RNA extraction

All 30-days-old (sexually immature) and 120-days-old (sexually mature) HZ boars, and LC boars at the same age were castrated to obtain the testes samples. The testes on the same side were immediately frozen in liquid nitrogen and then stored at−80°C until further use. Total RNA was extracted from pooled samples by Trizol reagent kit (Invitrogen, Carlsbad, CA, United States) according to the manufacturer's instructions. Quantity and integrality of total RNA was detected by Agilent 2,100 (Agilent, United States) and NanoDrop 2,000 (Thermo Scientific, United States) instruments, and small RNA obtained from total RNA was used to construct small RNA libraries were then tested for quality and yield using Agilent 2,100 and ABI StepOnePlus Real-Time PCR System (Life Technologies). RNA with a RIN ≥7 was used to construct small RNA libraries and subsequent sequencing. The average RIN value of the RNA samples extracted from all testis tissues was 8.4 ± 0.70.

### Testis sample collection and RNA extraction

12 small RNA libraries were constructed using the NEBNext^®^ multiplex small RNA library prep kit for illumina (#E7, 300). After total RNA was extracted, the RNA molecules in a size range of 18–30 nt were enriched by Polyacrylamide gel Electrophoresis (PAGE). Then the 3' Adapters and 5' adapters were ligated to the RNAs. The ligation products were reverse transcribed by PCR amplification and the 140–160 bp size PCR products were enriched to generate a small RNA library and sequenced using illumina-HiSeq™ 2,500 by gene Denovo Biotechnology Co. (Guangzhou, China). The raw datas generated were deposited in NCBI GEO (GSE192462).

### Sequencing data analysis

In this study, a total 12 small RNA libraries (Ha1, Ha2, Ha3, Hb1, Hb2, Hb3, La1, La2, La3, Lb1, Lb2, and Lb3) for sequencing. Ha, Hb, La, and Lb represent 30d Hezuo boar, 120d Hezuo boar, 30d Landrace boar and 120d Landrace boar, respectively. The sequencing raw reads were filtered by fastp (V0.18.0) (22) to remove low quality reads, adaptor sequences and reads under 18 nt in length. To identify the miRNAs, all of the clean tags were aligned with small RNAs in GenBank database (http://blast.ncbi.nlm.nih.gov) and Rfam database (http://sanger.ac.uk/software/Rfam) to identify and remove non-coding RNAs (ncRNAs), including ribosomal RNA (rRNA), small cytoplasmic (scRNA), small nucleolar RNA (snoRNA), small nuclear RNA (snRNA), and transfer RNA (tRNA). Meanwhile all of the clean tags were also aligned with the reference genome (*Sus scrofa* 11.1).Those mapped to exons or introns might be fragments from mRNA degradation, so these tags were removed. The tags mapped to repeat sequences were also removed. The remaining clean tags were further compared with the mature miRNAs in miRBase 22.1 (http://www.mirbase.org/) using bowtie (23) software. All tags that were not annotated to miRBase 22.1, which matched the pig genome assembly were used to predict novel miRNAs according to their genome posi-tions and hairpin structures predicted by software miRDeep2 (24), and miRDeep2 was used to quantify the reads that aligned to known mature miRNAs. The following priority rules were used to ensure that each small RNA has a unique and accurate anno-tation results: exist miRNA > known miRNA > rRNA > tRNA > snRNA > snoRNA > scRNA > novel miRNA.

### Differentially expressed (DE) miRNA analysis and RT-qPCR validation

Total miRNA consists of exist miRNA, known miRNA and novel miRNA. Expression levels of the miRNA were first normalized to obtain the expression levels of transcripts per million (TPM) as the following formula: TPM = Actual miRNA counts/Total counts of clean tags × 10^6^ (25). In addition, we filter out the miRNA whose TPM is <1 for PCA analysis. The heatmap of total miRNA was drawn to display the expression levels of miRNA in different groups and to cluster miRNA with similar expression pattern. miRNA differential expression analysis was performed by edgeR (26) software between four different groups. We identified miRNA with a log_2_ fold change > 1 and *p* < 0.05 in a comparison as significant DE miRNA.

To validate datas accuracy, 10 differentially expressed miRNAs were randomly selected for real-time quantitative PCR (RT-qPCR) analysis. These miRNAs included ssc-miR-149, ssc-miR-217, ssc-miR-31, miR-383-x, miR-29-y, miR-93-y, miR-409-y, novel-m0010-5p, novel-m0003-5p, and novel-m0042-3p. The primer sequences of the selected miRNAs were designed and are listed in Supplementary Table 1, and house-keeping gene U6 was used as an endogenous control. Total RNA was reverse-transcribed to cDNA using the miRNA 1st strand cDNA synthesis kit (Accurate Biotechnology, Hunan, China). Synthesized cDNA was used to perform RT-qPCR as template using the 2 × SYBR^®^ Green Pro Taq HS Premix II (Accurate Biotechnology, Hunan, China). RT-qPCR was performed in a LightCycler 480 II instrument (Roche, Basel, Switzerland) and the thermal cycler program included an initial denaturation at 95°C for 3 mins, followed by 40 cycles at 95°C for 15 s; 57°C for 15 s; and 72°C for 20 s. miRNA expression was quantified relative to U6 expression using the 2^−ΔΔCt^ method (27).

### Target gene prediction and enrichment analysis of the differentially expressed miRNAs

The functions of miRNAs on different physiological activities can be achieved through their binding to corresponding target mRNAs. The prediction and functional enrichment analysis of target genes are therefore significant ways by which the functions of miRNAs identified in the present study may be explained. The potential target genes of all the differentially expressed miRNAs in four groups were predicted using RNAhybrid (28), MiRanda (29), and TargetScan (30), and the results from the three algorithms were intersected. Subsequently, the Gene Ontology (GO) (http://www.geneontology.org/) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/) were used to recognize the main biological functions and identify functional pathways.

### The miRNA-mRNA interaction network analysis

The differentially expressed miRNAs were analyzed in targeted association with the 984 mRNAs screened in our previous study (31), pairs with Pearson correlation coefficient < −0.7 and *p*-value < 0.05 were selected as co-expressed negative miRNA-mRNA pairs and a miRNA-mRNA interaction network was constructed. The interaction analysis was visualized by Cytoscape software (32).

## Results

### The serum T, E_2_, FSH, and LH concentrations

The serum T, E_2_, FSH, and LH concentrations were compared in HZ and LC boars at five different ages. Results showed that HZ boars had significantly higher serum *T* concentrations than LC boars at 30 (209.53 ± 17.25 vs. 160.44 ± 7.08 pg·ml^−1^), 120 (287.27 ± 9.10 vs. 182.59 ± 12.81 pg·ml^−1^), 180 (254.71 ± 12.49 vs. 213.02 ± 12.09 pg·ml^−1^), and 240 (345.92 ± 10.02 vs. 194.07 ± 9.32 pg·ml^−1^) days of age (*p* < 0.01, Figure 1A). Serum FSH was remarkably higher than that of LC boars at 30 (23.46 ± 1.25 vs. 13.76 ± 0.94 pg·ml^−1^) and 90 (85.34 ± 3.58 vs. 54.09 ± 3.14 pg·ml^−1^) days of age, and lower than that of LC boars at 120 (55.07 ± 2.78 vs. 115.04 ± 6.10 pg·ml^−1^), 180 (50.13 ± 4.36 vs. 80.04 ± 5.20 pg·ml^−1^), and 240 (46.55 ± 4.29 vs. 75.11 ± 4.58 pg·ml^−1^) days of age (*p* < 0.05/0.01, Figure 1C). Serum E_2_ and LH concentrations were higher than those of LC boars at all ages (*p* < 0.05/0.01, Figures 1B,D).

**Figure 1:**
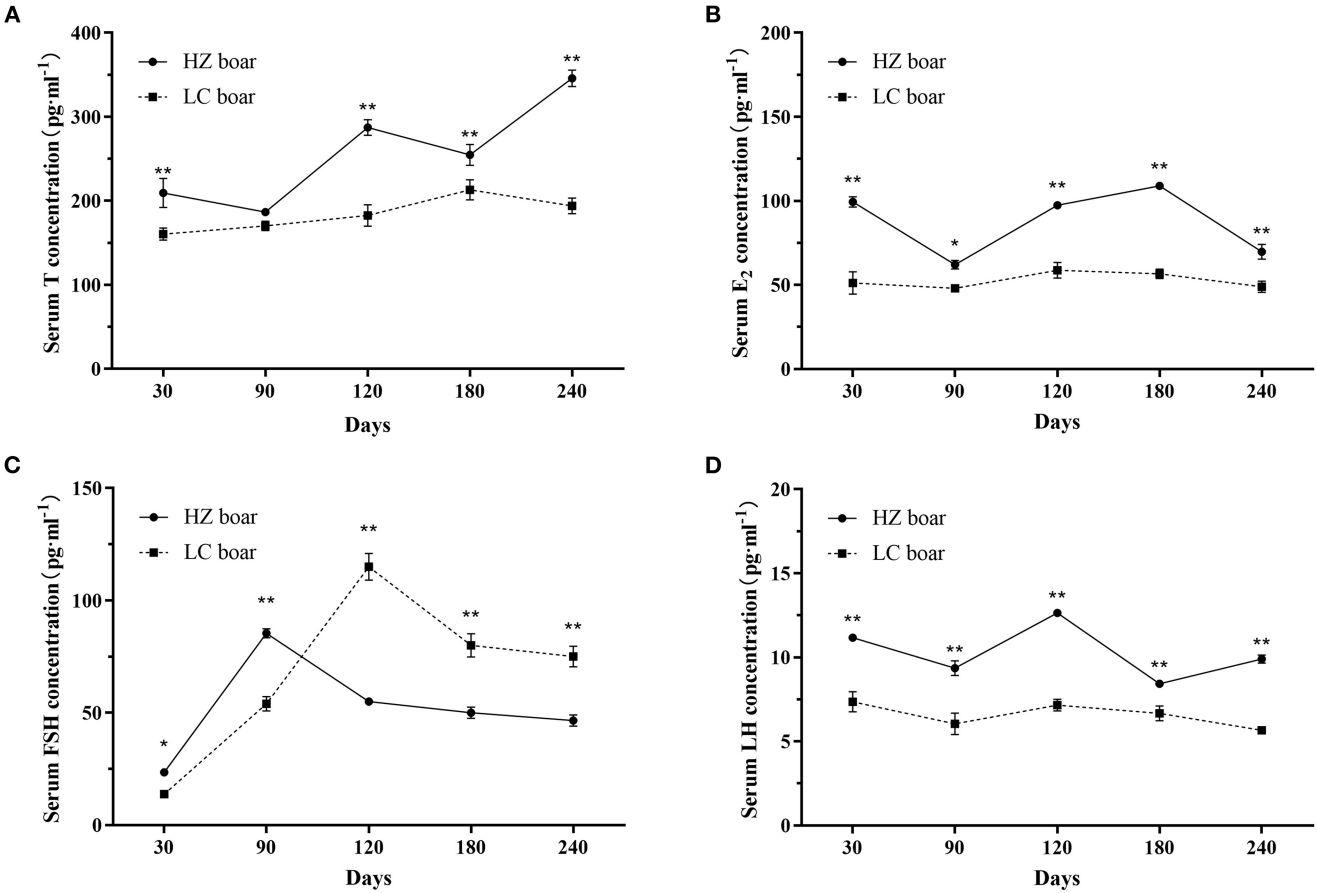
Serum sex hormone concentration in HZ and LC boar at different ages. **(A)** Serum T concentration; **(B)** Serum E_2_ concentration; **(C)** Serum FSH concentration; **(D)** Serum LH concentration; The data are expressed as the Mean ± SD, *n* = 3 per group. *p < 0.05 and **p < 0.01.

### Histological analysis of the testes of HZ and LC boars

Histological analysis showed that the diameter and lumen area of the seminiferous tubules increased significantly with age. Although few spermatogonia and Sertoli cells were found in 30-days-old HZ and LC boars testes tissues, numerous spermatogonia were observed in the HZ testes tissues. Spermatogenic cells were more abundant in type and number in 120-days-old HZ boars compared to LC boar testes, and mature spermatozoa were observed (Figure 2, Table 1). The results showed that HZ boars had earlier testicular development than LC boars and had reached sexual maturity at 120 days of age.

**Figure 2:**
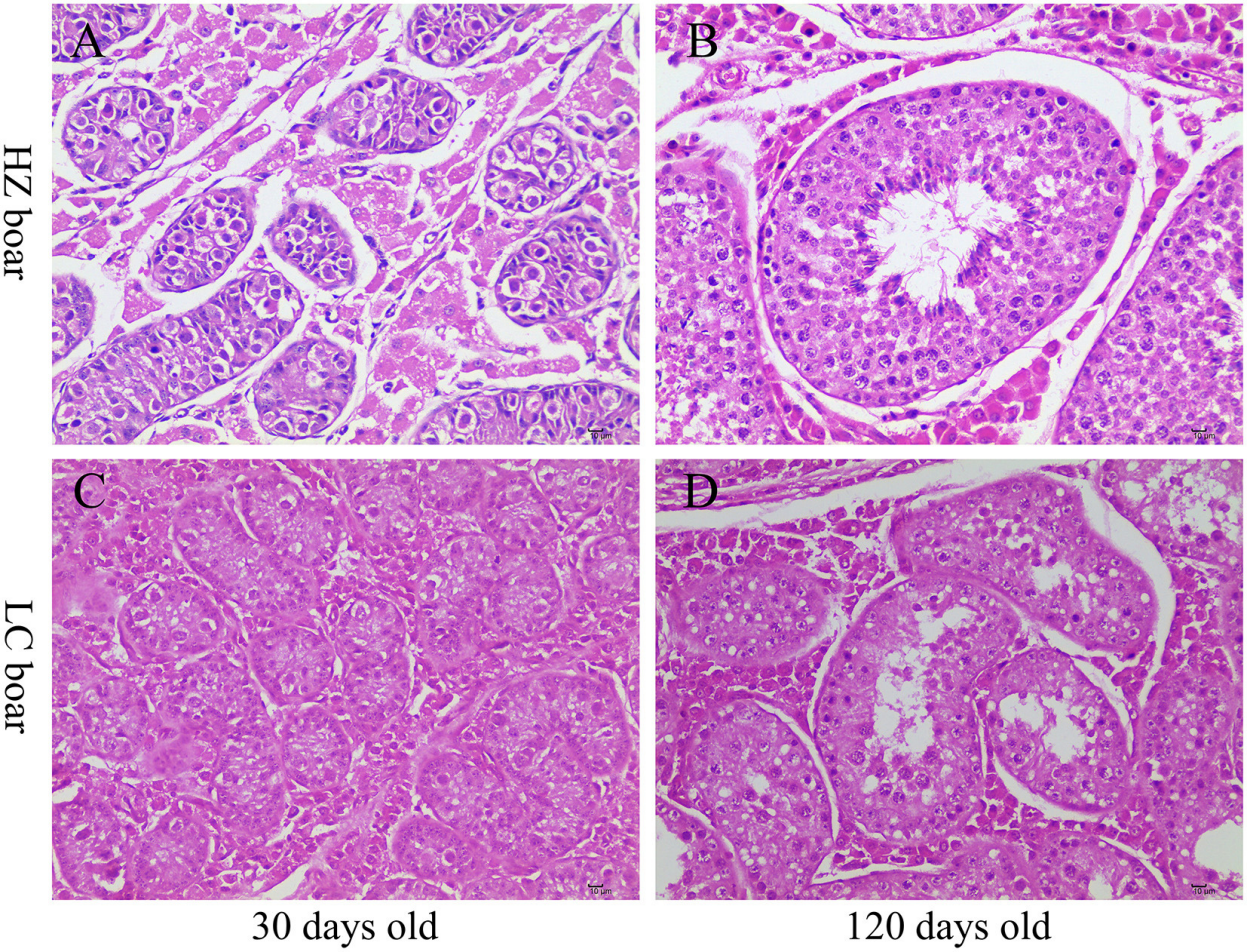
Histological observation of testis tissue in HZ and LC pigs at 30 and 120 days of age. **(A-D)** Represent the testicular cross-sections of 30-days-old HZ, 120-days-old HZ, 30-days-old LC, and 120-days-old LC boar at 400 × magnification, respectively.

**Table 1:** Diameter of seminiferous tubules in testes of Hezuo boar and Landrace boar of different ages, number of spermatogenic cells and Sertoli cells (mean ± SEM).

**Parameters**	**Hezuo boar (HZ)**		**Landrace boar (LC)**	
	**30-days-old**	**120-days-old**	**30-days-old**	**120-days-old**
Diameter of spermatogenic tubules (μm)	80.85 ± 4.83^b^	176.37 ± 17.31^a^	56.53 ± 2.55^b^	152.11 ± 2.88^a^
Number of spermatogenic cells	21.78 ± 1.09^c^	149.78 ± 3.61^a^	15.00 ± 1.58^c^	98.89 ± 3.95^b^
Number of Sertoli cells	1.78 ± 0.44^b^	8.44 ± 0.91^a^	2.11 ± 0.22^b^	4.75 ± 0.91^a^

In each row, values with different superscripts are significantly different (P < 0.05).

### The summary of small RNA sequencing data

A total of 34997505, 33597522, 45582226, and 51209280 clean reads were generated in testis from 30-days-old HZ boar, 120-days-old HZ boar, 30-days-old LC boar, and 120-days-old LC boar, respectively. After eliminating the low quality reads and adaptor sequences, 34727584, 33260100, 45235416, and 50707768 clean tags were obtained and used for further analysis (Supplementary Table 2). 

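The 12 small RNA libraries came from testes of boars, with 3 libraries in each of 4 groups: Hezuo (HZ) boars at 30 days (Ha) and 120 days (Hb), and Landrace (LC) boars at 30 days (La) and 120 days (Lb). The authors filtered the reads with fastp, removed tags from other non-coding RNAs and from exons, introns and repeats of the Sscrofa11.1 genome, and counted the remaining tags on mature miRNAs of miRBase and on miRNAs predicted with miRDeep2. They deposited the raw count of each of 1452 miRNAs in each library, and the same values as TPM. Between 6520197 and 16874633 counts per library fell on the listed miRNAs, with a median of 9585488 in Ha, 6749792 in Hb, 10230393 in La and 9779008 in Lb. The clean tags per library in the paper's Supplementary Table 2 range from 10854251 to 22073492. The library total by which the authors' TPM divides each count was smaller, at 90.0 to 91.5% of the clean tags in the libraries at 30 days and 66.1 to 83.1% in those at 120 days, so TPM is not relative to all clean tags. The listed miRNAs made up 86.9 to 89.4% of that total. Differential expression was tested here on the raw counts, scaled by edgeR's TMM method, whose factors ranged from 0.694 to 1.195, and library sizes were the totals of the listed counts. Expression levels are given as the authors' TPM, in which a count of 0 is written as 0.01. A floor of 3 counts corresponds to 0.158 to 0.404 TPM, depending on the library, and a fold change against a group whose libraries all hold 3 counts or fewer is given as a lower bound against that floor. Tags amplified by PCR without molecular identifiers are not independent molecules, so the floor covers counting error only. Replicate libraries differed by more than the sampling noise (chi-square per degree of freedom between 49.45 and 1178), and all 12 entered as separate samples. The methods describe RNA extraction from pooled samples, so whether a library stands for 1 boar is left open, and the SD given is that between libraries.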

After comparing the small RNA sequences with GenBank and Rfam, we removed known types of RNA sequences including rRNA, small cytoplasmic RNA (scRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA), and tRNA. A total of 54172719 and 75599762 clean tags from HZ and LC boar testes were mapped to the porcine reference genome (*Sus scrofa* 11.1), respectively (Supplementary Table 3). Those tags that were mapped to exons, introns and repetitive sequences were also removed. The length distribution of small RNA was similar in the testes of both breeds during the two periods (Figure 3). Most of the small RNA was from 21 to 24 nt and miRNA of 22 nt in length was the most common in length, accounting for 42.78, 31.90, 41.67, and 32.25% from 30-days-old HZ boar, 120-days-old HZ boar, 30-days-old LC boar, and 120-days-old LC boar, respectively. This was followed by miRNA of 21 nt length (23.56, 25.87, 24.01, and 22.21%, respectively) and 23 nt length (17.88, 12.00, 18.30, and 15.99%, respectively).

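Among the counts on listed miRNAs, weighted by the length of the mature sequence, 22 nt was the most frequent length in all 12 libraries. Its share was 61.15% ± 0.565 (SD, n = 3) in Ha, 58.25% ± 5.07 in Hb, 62.3% ± 0.0454 in La and 54.9% ± 2.06 in Lb. These shares are of miRNA counts only, whereas Figure 3 covers all tags of a library. With the 10 most abundant miRNAs left out, the shares were 50.3% in Ha, 47.4% in Hb, 50.6% in La and 42.9% in Lb. The share was lower at 120 days in LC boars, where every Lb library (53.4 to 57.3%) lay below every La library (62.2 to 62.3%). In HZ boars the difference between the ages was smaller than the spread of Hb, whose libraries held 58.1, 63.4 and 53.3%.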

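Sequences of 21 nt took 16.4% ± 0.748 (SD, n = 3) of the miRNA counts in Ha, 22.0% ± 2.39 in Hb, 14.65% ± 0.208 in La and 20.5% ± 1.54 in Lb, and this share was higher in each library at 120 days than in each library of the same breed at 30 days. For 23 nt the shares were 15.9% ± 0.137 in Ha, 14.3% ± 1.92 in Hb, 16.1% ± 0.0996 in La and 17.1% ± 0.332 in Lb. In Hb and Lb, 21 nt took a larger share than 23 nt in every library. In Ha the libraries overlapped, with 15.5 to 17.0% at 21 nt and 15.7 to 16.0% at 23 nt, and in La 23 nt took the larger share in every library.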

**Figure 3:**
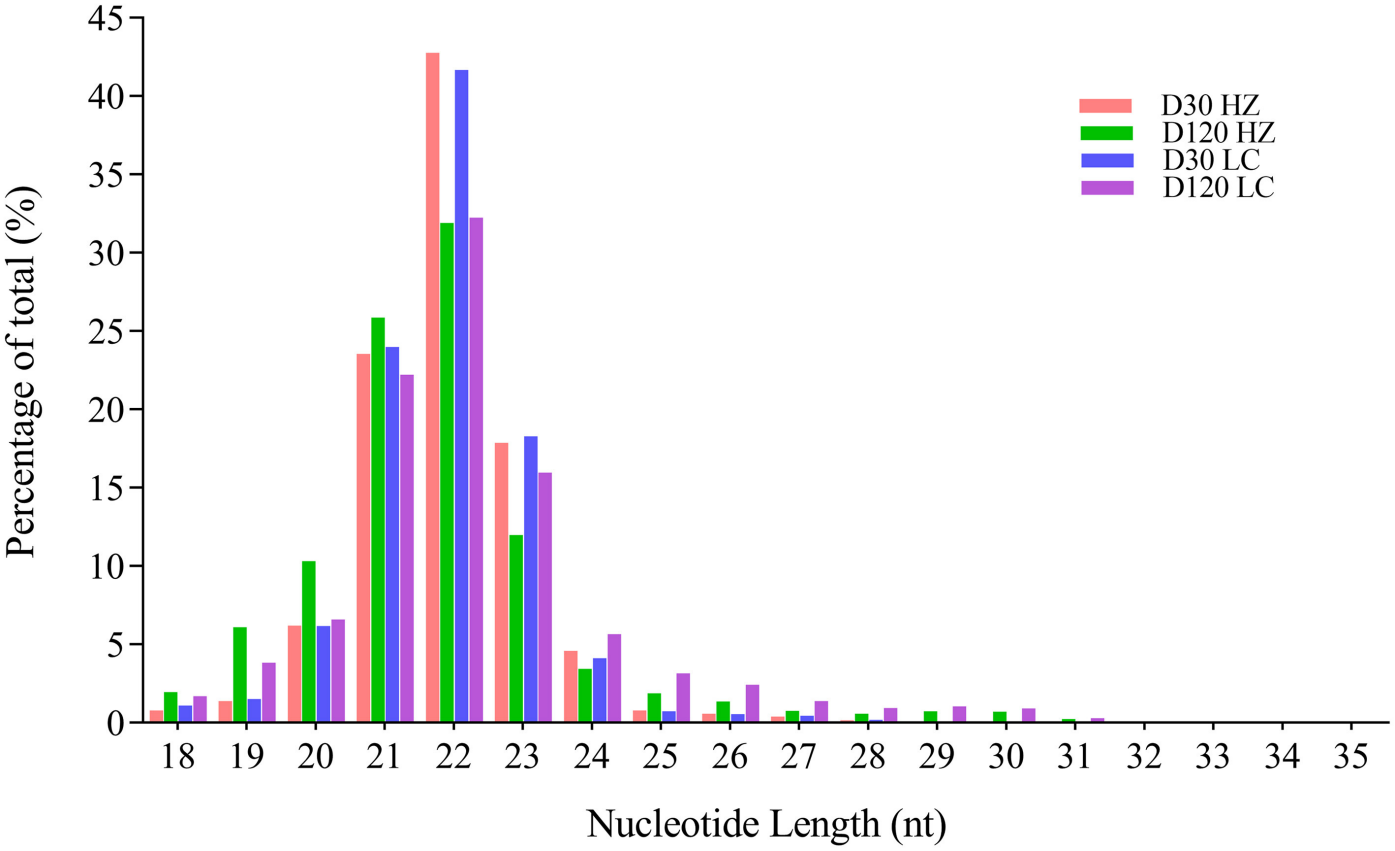
Length distribution and percentage of total tags in the small RNA libraries.

### Identification of exist, known and novel miRNA

The remaining tags were then mapped to porcine miRNA (exist miRNA and known miRNA) in miRbase 22.1, a total of 359 exist miRNA and 761 known miRNA were found to be expressed of the two breeds during two periods. 

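The list of miRNAs holds 353 exist miRNAs, which carry pig names, and 767 known miRNAs, which carry names without a species. Of the known miRNAs, 761 are named miR, 3 let-7 and 3 lin-4. Exist miRNAs had a median expression of 44.6 TPM over the 12 libraries, and 313 of the 353 were counted in all 12, whereas known miRNAs had a median of 0.995 TPM and 440 of the 767 were counted in all 12. Known miRNAs took 6.715% ± 0.985 (SD, n = 3) of the listed counts in Ha, 14.1% ± 1.72 in Hb, 5.455% ± 0.156 in La and 15.5% ± 2.09 in Lb. Their share was higher in every library at 120 days than in every library at 30 days. By mean TPM over the 12 libraries, the most abundant miRNA was ssc-miR-99a-5p, with a mean of 85185 TPM in Ha, 99744 in Hb, 100400 in La and 79397 in Lb. The 10 most abundant miRNAs took 44.8 to 60.3% of the listed counts of a library.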

All tags, that were not annotated to miRbase 22.1, were used to predict novel miRNA according to their genome positions and hairpin structures predicted by mirdeep2, a total of 332 miRNA was determined to be novel miRNAs (Supplementary Table 4). 

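The 332 miRNAs predicted with miRDeep2 were the least abundant class, with a median of 0.26 TPM over the 12 libraries, and 57 of them were counted in every library. They took 0.240% ± 0.0196 (SD, n = 3) of the listed counts in Ha, 1.22% ± 0.28 in Hb, 0.1555% ± 0.0125 in La and 1.16% ± 0.171 in Lb. The mean number of miRNAs of any class with at least 1 count was 1113 ± 9.54 in Ha, 1210 ± 68.7 in Hb, 1134 ± 35.1 in La and 1330 ± 39.0 in Lb, without adjustment for depth. Every library at 120 days held more of them than every library of the same breed at 30 days. In HZ boars the libraries ranged from 1134 to 1268 in Hb and from 1103 to 1122 in Ha. Of the 1452 listed miRNAs, 79 share their mature sequence with another entry, and merging identical sequences leaves 1410.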

In all the annotated small RNA, miRNA including existing miRNA, known miRNA, and novel miRNA were the most abundant, and accounting for 55.46, 54.38, 53.65, and 56.69% of the number of small RNA unique tags from 30-days-old HZ boar, 120-days-old HZ boar, 30-days-old LC boar, and 120-days-old LC boar, respectively (Figure 4).

**Figure 4:**
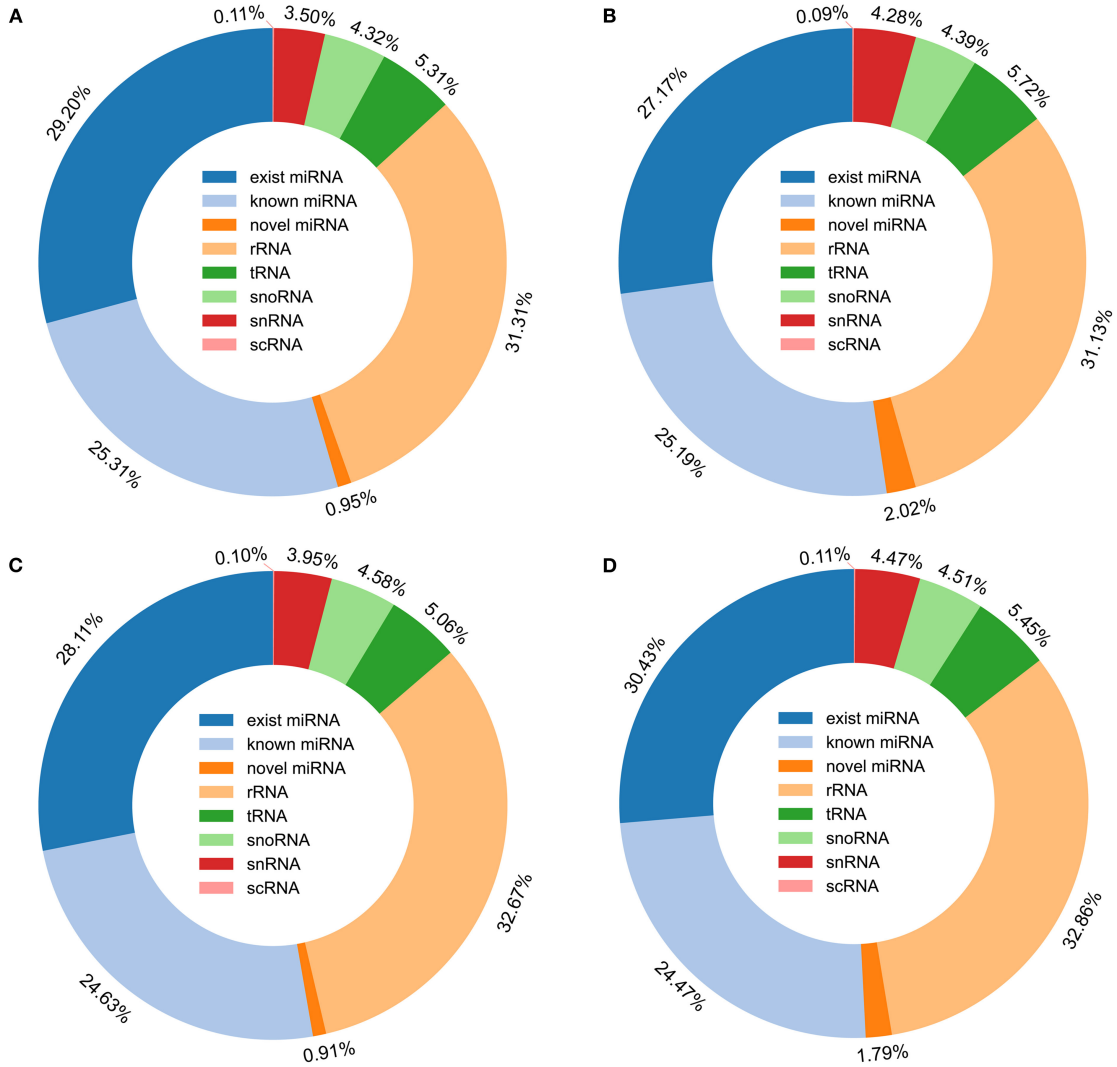
Distribution of small RNA in porcine testis. **(A)** Small RNA type in testis of 30-days-old HZ boar; **(B)** Small RNA type in testis of 120-days-old HZ boar; **(C)** Small RNA type in testis of 30-days-old LC boar; **(D)** Small RNA type in testis of 120-days-old LC boar.

Based on normalized all miRNA count, principal component analysis (PCA) was conducted. These results showed that the six samples for the Ha and Lb group were close, while the six samples at Hb and Lb were more remote. miRNA expression was distinct between during two periods, and was different in 120-days-old HZ and LC boar (Figure 5A). Moreover, all miRNA was mapped to porcine chromosomes by blasting with the porcine reference genome. 

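Principal components were computed here on log2(TPM + 1) of the 775 miRNAs with a mean TPM of at least 1. The leading component took 69.0% of the variance and separated the ages, with the 6 libraries at 30 days between -21.7 and -17.4 and the 6 at 120 days between 16.1 and 25.2. The next component took 15.8% and separated Hb from Lb, with scores of -4.09, 26.7 and 7.87 for Hb replicates 1, 2 and 3 and between -12.7 and -9.49 for Lb. Mean Euclidean distances between libraries on the same values were 17.0 between Ha and La, 28.4 between Hb and Lb, 47.0 between Ha and Hb and 42.6 between La and Lb. The spread within Hb was nearly as large as the distance between Hb and Lb, since Hb libraries lay 26.9 apart on average, against 11.5 within Ha, 8.93 within La and 14.4 within Lb. Without Hb replicate 2, the leading component took 77.6% and the next 7.67%, and Hb and Lb were still apart on it. The shares depended most on the transformation: with TPM not logged and each miRNA scaled to unit variance, they were 41.0% and 24.6%, and the same groups were separated. From this plot the paper states that expression was distinct between the periods and differed between HZ and LC boars at 120 days.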

Over 89% of miRNA could be perfectly mapped to the porcine genome; however, about 11% could not be found on the porcine genomic sequence. 

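Positions were taken from the names in the annotation of Sscrofa11.1 for exist miRNAs and from the authors' hairpin coordinates for those predicted with miRDeep2. Of 353 exist miRNAs, 308 (87.3%) matched the name of a miRNA gene. Of these, 277 matched genes on a single chromosome, where more than 1 gene could match, or, for 6 of them, on unplaced sequences. Of 332 predicted hairpins, 312 lay on a chromosome and 20 on unplaced sequences. The 277 exist miRNAs and the 312 predicted hairpins on a chromosome, 589 together, were 40.6% of the 1452 listed, because known miRNAs were not placed here. Chromosome 7 held 64 of them (21 exist and 43 predicted), chromosome 2 held 58 (24 and 34), chromosome X held 56 (40 and 16), chromosome 6 held 46 (22 and 24) and chromosome 1 held 38 (16 and 22). Chromosome 12 held 33, of which 20 were exist miRNAs.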

The mapped miRNA was mainly distributed on Chr 2, 7, 12 and X (Figure 5B).

**Figure 5:**
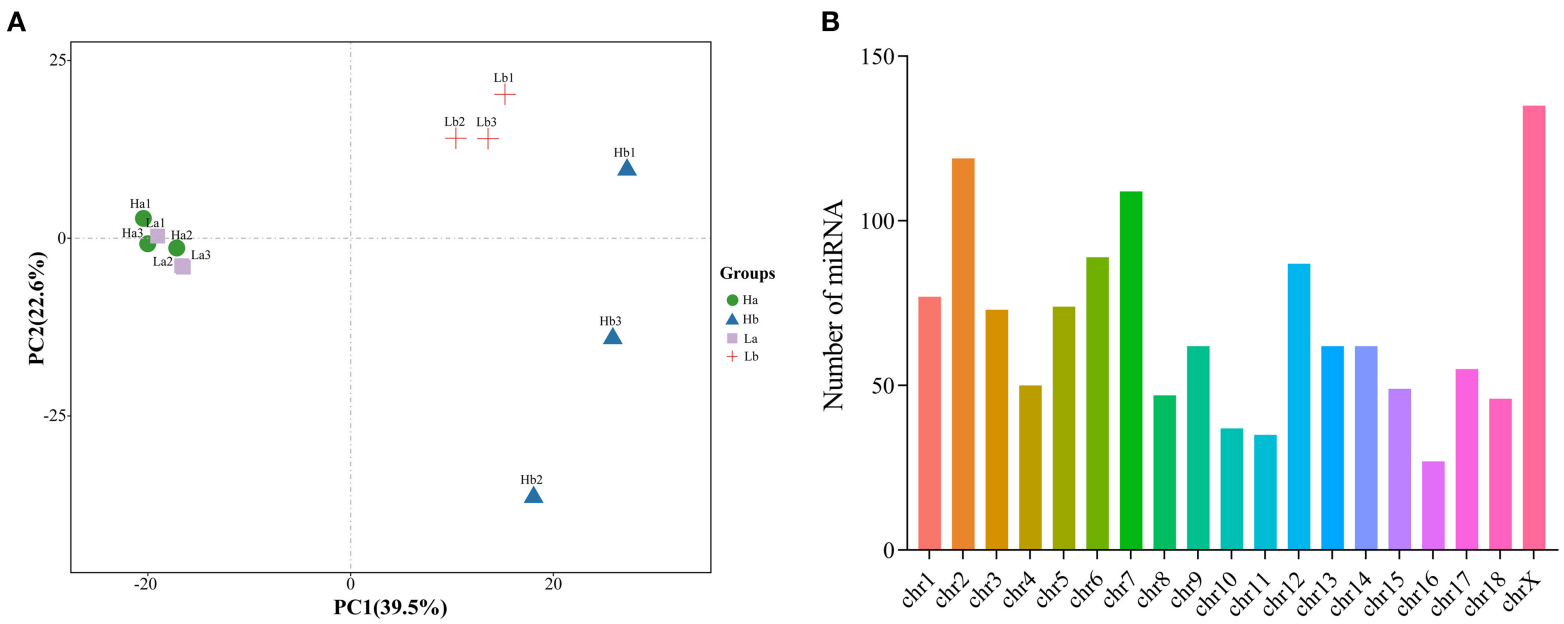
Component analysis of miRNA in porcine testis. **(A)** PCA plot of miRNA expressed in each sample; **(B)** Distribution of miRNA on porcine chromosome.

### Differentially expressed (DE) miRNA in testes of both porcine breeds during two periods

To investigate the DE miRNAs, the expression levels of the miRNA was first normalized to obtain the expression levels of TPM. The DE miRNA was selected using the edgeR software, when the |fold change| > 2 and *p*-value < 0.05. 

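In each comparison, edgeR's quasi-likelihood test was fitted to the counts of the 6 libraries compared, and a miRNA was called when its absolute log2 fold change was above 1 and its unadjusted p-value under 0.05, which are the paper's thresholds. A miRNA called up is higher in the group named last. Between Ha and Hb, 1441 miRNAs were tested, 362 were called up and 208 down. La vs. Lb gave 380 up and 84 down of 1446, Ha vs. La gave 48 up and 73 down of 1278, and Hb vs. Lb gave 122 up and 121 down of 1444. With the p-value adjusted by the Benjamini-Hochberg method, the calls were 293 up and 163 down in Ha vs. Hb, 336 and 77 in La vs. Lb, 21 and 46 in Ha vs. La, and 16 and 31 in Hb vs. Lb. Most calls between the ages thus held after adjustment, whereas 47 of 243 did in Hb vs. Lb. Leaving out Hb replicate 1 raised that number to 148, and leaving out Hb replicate 3 lowered it to 12. Among the other alternatives it ranged from 9 with scaling by library size to 138 with all 12 libraries in 1 fit. At the unadjusted threshold, a filter on low counts (edgeR's filterByExpr) moved the numbers most, to 352 calls in Ha vs. Hb, 257 in La vs. Lb, 62 in Ha vs. La and 145 in Hb vs. Lb. The direction depended on the class of miRNA. In Ha vs. Hb, 51 exist miRNAs were called up and 79 down, against 134 up and 28 down among those predicted with miRDeep2, and in La vs. Lb the numbers were 54 and 25 against 164 and 9. Scaling by library size alone, which shifted the median log2 fold change of Hb vs. Lb by 0.24 and that of La vs. Lb by 0.18, gave 140 up and 75 down in Hb vs. Lb.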

A total of 331 up- and 218 down-regulated, 400 up- and 68 down-regulated, 45 up- and 88 down-regulated, and 146 up- and 101 down-regulated miRNA were detected in Ha vs. Hb, La vs. Lb, Ha vs. La and Hb vs. Lb, respectively (Figure 6A, Supplementary Table 5). 

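Calls at the paper's thresholds in all 4 comparisons were made for 3 miRNAs, namely ssc-miR-1249, ssc-miR-7136-5p and miR-2137-z. MIR1249-1, from which ssc-miR-1249 derives, lies on chromosome 5 of Sscrofa11.1 from 4187912 to 4187993, within the bounds of KIAA0930. Its expression fell with age in HZ boars, from 15.4 ± 8.27 TPM (SD, n = 3) in Ha to 2.73 ± 2.57 in Hb, and rose in LC boars, from 5.83 ± 1.88 in La to 15.8 ± 2.95 in Lb. The log2 fold changes were -2.56 in Ha vs. Hb (adjusted p = 0.0097 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.27 in La vs. Lb (adjusted p = 0.0017 in the same test). Its call in Ha vs. La, a log2 fold change of -1.34, was lost without Ha replicate 2 (-0.91). The expression of miR-2137-z rose with age in both breeds and was higher in HZ boars at both ages, at 3.67 ± 2.47 TPM in Ha, 19.9 ± 9.66 in Hb, 0.556 ± 0.176 in La and 3.81 ± 1.64 in Lb. The miRNA ssc-miR-7136-5p (MIR7136, chromosome 7 from 8135209 to 8135268), which was chosen for report after its values were seen, likewise rose in both breeds, by log2 fold changes of 1.48 and 1.43, and was lower in LC boars, by -1.03 at 30 days and -1.21 at 120 days. It was the least stable of the 3, since its call in Ha vs. La was lost without any 1 of Ha replicate 3 (-0.99), La replicate 2 (-0.92) and La replicate 3 (-0.92), and its call in Hb vs. Lb without Hb replicate 2 (-0.77) or Lb replicate 1 (-1.05, with a p-value above the threshold), with scaling by library size (-0.83) and with fold changes from mean TPM (-0.83). With filterByExpr, miR-2137-z was not tested in Ha vs. La. Called in 3 of the comparisons were ssc-miR-153, whose log2 fold change in Ha vs. La was -0.99, miR-127-z, where it was -0.94 in Ha vs. La, and miR-21-z, which did not pass the threshold on the p-value in Ha vs. Hb (adjusted p = 0.117 in the same test). The counts behind the last of these are few, since its group means ranged from 0.0824 to 0.488 TPM, near the floor. The call of miR-21-z in Ha vs. La was lost without any 1 of Ha replicates 1 and 2 and La replicates 2 and 3. Its calls in La vs. Lb and Hb vs. Lb were lost without Lb replicate 3, among other fits. In Hb vs. Lb, miR-127-z was at least 2.28-fold higher in Lb. This call was lost with the Wald test of DESeq2 and without any 1 of Hb replicates 1 and 2 and Lb replicates 1 and 3. The sequence of miR-127-z lies 1 edit from that of miR-127-y. For miR-21-z, the call in Ha vs. La was lost without any 1 of Ha replicates 1 and 2 and La replicates 2 and 3. It was also lost with scaling by library size, DESeq2, merged identical sequences and the replicate number as a block. Its call in La vs. Lb was lost without La replicate 3 or Lb replicate 3, with DESeq2 and with that block. Its call in Hb vs. Lb was lost without Hb replicate 2 or Lb replicate 3 and with that block. Across the fits that each left out 1 library, 2 to 8 miRNAs were called in all 4 comparisons, the most without Hb replicate 1.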

Venn diagram was generated using these datas and showed that 5 miRNAs (ssc-miR-1249, ssc-miR-153, miR-2137-z, miR-127-z, and miR-21-z) were shared among these four groups (Figure 6B). These results demonstrated that miRNA was differentially expressed in both breeds during the two stages and may play special roles in sexual maturation. 

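Between the ages, 299 miRNAs were called in both breeds, and 298 of them changed in the same direction. By the rule used to choose miRNAs for report, the largest rises in Ha vs. Hb were of m0008-3p and m0009-3p, predicted hairpins on chromosome 15 from 59887686 to 59887741 and from 59938317 to 59938372, which list the same mature sequence and the same counts. Their expression rose from 0.249 ± 0.263 TPM (SD, n = 3) in Ha to 307.9 ± 65.0 in Hb (log2 fold change 10.31, standard error 0.535, adjusted p = 6.23e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In La vs. Lb, m0015-3p was at or under the floor in every La library and reached 35.6 ± 4.60 TPM in Lb, at least 152-fold higher. The other rise chosen by the rule, that of m0056-3p, rested on a single library, with 84.0 TPM in Lb replicate 3 and at most 0.132 TPM in the rest. The largest falls in La vs. Lb were those of ssc-miR-7138-5p (log2 fold change -2.27) and miR-708-x (-2.05). Between the breeds at 30 days, ssc-miR-4331-5p was at least 105-fold higher in La, at 30.1 ± 6.67 TPM, and miR-15-y rose from 14.9 ± 1.61 TPM in Ha to 58.0 ± 4.94 in La, while miR-384-y fell from 13.7 ± 3.55 to 0.541 ± 0.266. At 120 days, ssc-miR-4331-5p was at least 96.4-fold higher in Lb and ssc-miR-365-3p was higher in Lb by a log2 fold change of 2.57. The miRNA m0021-3p was lower in Lb, by -4.78. The Hb libraries held 8.07 to 223.7 TPM of ssc-miR-365-3p. Its log2 fold change ranged from 2.06 without Hb replicate 2 to 3.76 without Hb replicate 1. Its adjusted p of 0.0477 in the same test rose to 0.209 without Hb replicate 3. The miRNA miR-2440-z fell in Ha vs. Hb (at least 28.5-fold) and in Ha vs. La (at least 45.2-fold). Both falls came from Ha replicates 2 and 3, since Ha replicate 1 had no count. From the calls in the 4 comparisons the paper concludes that miRNA expression changed between the stages in both breeds, and proposes a role in sexual maturation.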

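Average-linkage clustering of the 12 libraries, on 1 minus the Pearson correlation of log2(TPM + 1) over the 807 miRNAs called in at least 1 comparison, split the libraries first by age, with all 6 libraries at 30 days on one branch and all 6 at 120 days on the other. Divided into 4 clusters, the tree held Ha and La together in 1 cluster, Lb in another, Hb replicates 1 and 3 in another, and Hb replicate 2 by itself. The mean correlation was 0.981 between Ha and La and 0.956 between Hb and Lb, against 0.861 between Ha and Hb and 0.897 between La and Lb. Within groups it was 0.992 in Ha, 0.971 in Hb, 0.995 in La and 0.987 in Lb. The split by age was the same with Spearman correlations, with complete linkage and with all miRNAs of mean TPM at least 1. These correlations are across miRNAs, which are not independent replicates, and the miRNAs were called in the same libraries.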

DE miRNA was divided into four groups with 12 libraries, while miRNA expression was similar compared to the same period (Ha and La, Hb and Lb), but differentially expressed in different periods (Ha and Hb, La and Lb) in both breeds (Figure 6C).

**Figure 6:**
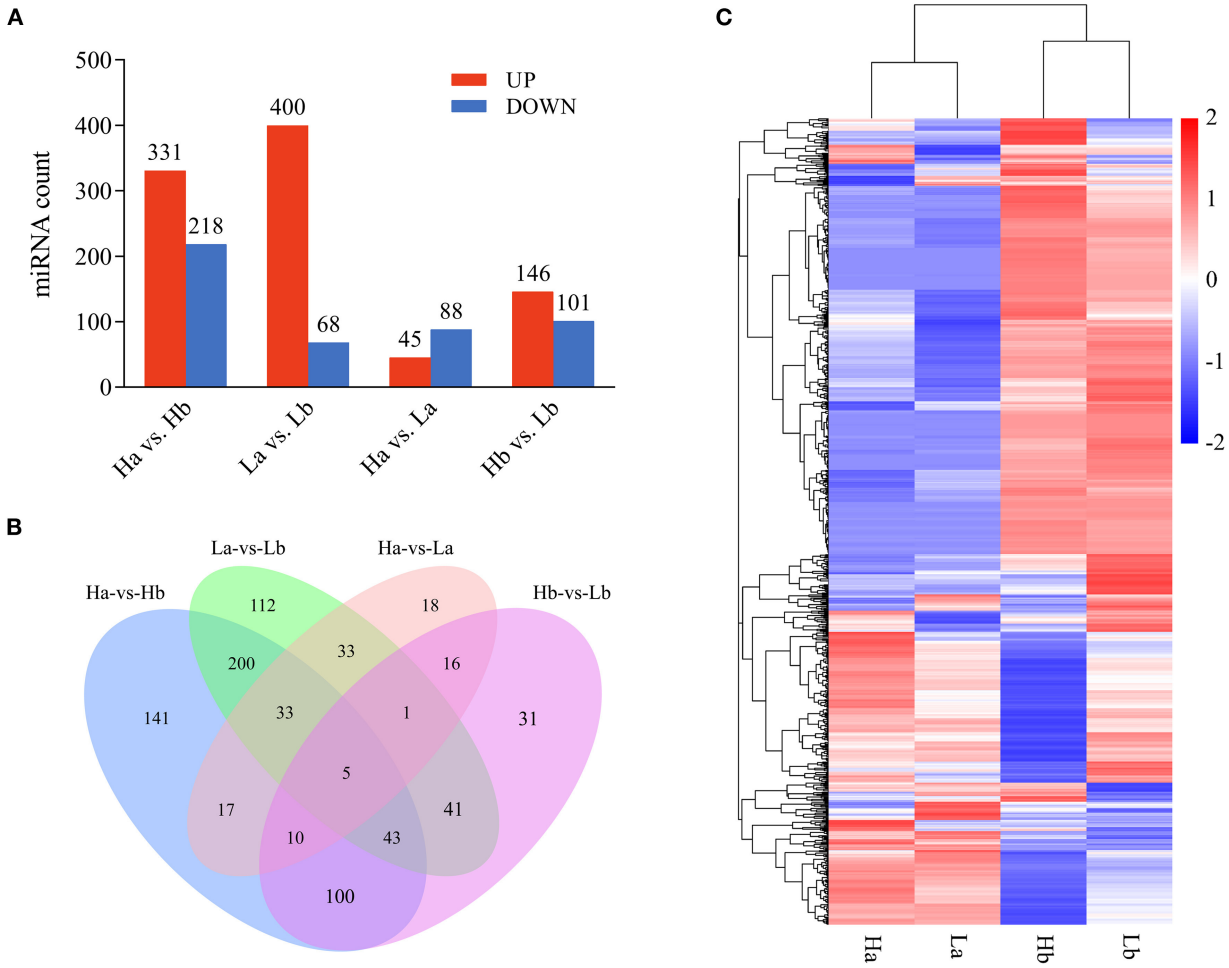
Differentially expressed profiles of miRNA. **(A)** The number of differential expressed miRNA in each analysis group; **(B)** Venn diagram of differential expression of miRNA between Ha vs. Hb, La vs. Lb, Ha vs. La, and Hb vs. Lb; **(C)** Hierarchical clustering of miRNA expression. miRNA profiles in the testes of both breeds during the two periods were clustered.

### RT-qPCR validation of the DE miRNA

In order to validate authenticity of the miRNA sequencing datas, 10 DE miRNAs were randomly selected, ssc-miR-149, ssc-miR-217, ssc-miR-31, miR-383-x, miR-29-y, miR-93-y, miR-409-y, novel-m0010-5p, novel-m0003-5p, and novel-m0042-3p, to perform the RT-qPCR. These miRNA regulatory orientation and expression patterns were in agreement with their sequencing results (Figure 7), in which 5 miRNAs (ssc-miR-217, miR-383-x, miR-409-y, novel-m0003-5p, and novel-m0042-3p) were up-regulated and 5 miRNAs (ssc-miR-217, ssc-miR-31, miR-29-y, miR-93-y, and novel-m0010-5p) were down-regulated. Thus the miRNA sequencing datas were reliability and repeatability for detecting the DE miRNAs.

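In the sequencing libraries, the changes plotted in Figure 7 were as follows. From Ha to Hb, ssc-miR-149 (MIR149, chromosome 15 from 139474769 to 139474844, within the bounds of GPC1) fell from 808 ± 248 TPM (SD, n = 3) to 118 ± 48.2, a log2 fold change of -2.71 (standard error 0.298, adjusted p = 1.66e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The expression of miR-93-y fell from 48.9 ± 6.63 to 9.82 ± 7.75 TPM, by -2.36 on the log2 scale (adjusted p = 0.00287). Rises from Ha to Hb were measured for miR-383-x, from 12.0 ± 1.63 to 111.9 ± 59.2 TPM (log2 fold change 3.24), for m0003-5p, a predicted hairpin on chromosome X from 118943575 to 118943631, from 131.6 ± 7.37 to 642 ± 221 TPM (2.38), and for ssc-miR-217 (MIR217-1, chromosome 3 from 85341255 to 85341361, within the bounds of CCDC85A), from 10.9 ± 5.61 to 34.0 ± 24.3 TPM (1.70). The call of ssc-miR-217 was lost without Hb replicate 3 (0.97), and Hb and Ha libraries overlapped. This miRNA was also higher in Lb than in Hb (1.07), a call lost without any 1 of Hb replicates 1 and 2 and Lb replicate 1. From Hb to Lb, ssc-miR-31 (MIR31, chromosome 1 from 201198732 to 201198809, outside annotated genes) fell from 90.0 ± 29.2 to 14.9 ± 6.20 TPM, by -2.85 (standard error 0.346, adjusted p = 0.00038). The miRNA m0010-5p, a predicted hairpin on chromosome 15 from 59938143 to 59938198, fell from 557 ± 168 to 117.8 ± 25.2 TPM (-2.51), and miR-29-y fell from 50.6 ± 29.0 to 12.3 ± 0.265 TPM (-2.58). At 30 days ssc-miR-31 was likewise lower in LC boars, with 97.2 ± 21.4 TPM in Ha and 13.9 ± 1.13 in La. The log2 fold change was -2.72 (adjusted p = 3.42e-07 in the same test), so its breed difference was not confined to 120 days. The mature sequence of miR-29-y lies 2 edits from that of ssc-miR-29c, and that of m0003-5p lies 2 edits from that of m0001-5p. The authors' counting could therefore have split tags between these miRNAs. Rises from Hb to Lb were measured for miR-409-y, from 4.98 ± 4.73 to 25.4 ± 11.5 TPM (2.26), and for m0042-3p (chromosome 2 from 76142509 to 76142569), from 1.73 ± 0.299 to 5.57 ± 3.67 TPM (1.34, adjusted p = 0.162 in the same test). The call of m0042-3p was lost without any 1 of Hb replicates 1 and 3 and Lb replicate 3, and its log2 fold change was 0.63 without the last. RT-qPCR values were not analysed here.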

**Figure 7:**
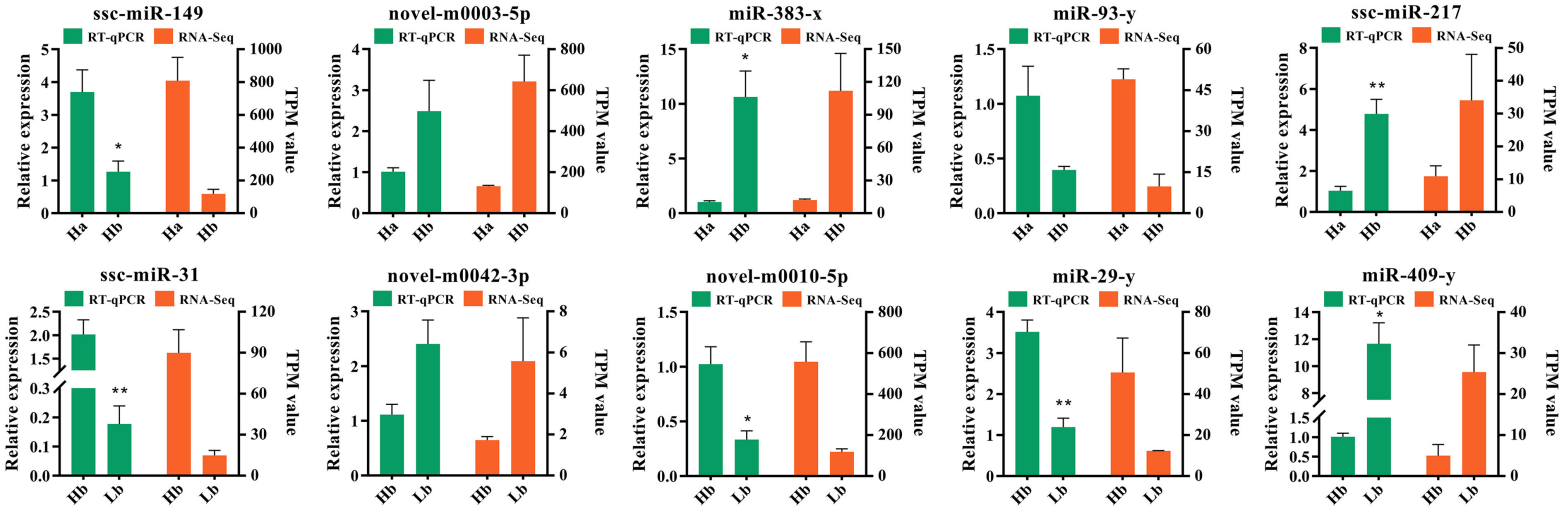
Validation of 10 differentially expressed miRNAs by RT-qPCR. Left Y-axis (green) shows the relative expression levels of miRNAs using RT-qPCR, whereas the right Y-axis (orange) shows the TPM values of the miRNAs using small RNA-Seq. ^*^Indicates *p* < 0.05, ^**^indicates *p* < 0.01. Data are shown as means ± SEM. Three biological replicates were used.

### Target gene prediction and enrichment analysis

Predicting the target gene of miRNA is important because they regulate biological processes by suppressing the translation of target gene. Thus, to further understand the physiological and molecular functions of DE miRNAs, miRanda, and TargetScan were used to predict target gene of total DE miRNA. A total of 5085247 binding sites were identified with all 801 DE miRNAs and 59508 target genes were predicted. To predict the function of the DE miRNAs, GO analysis was performed with their target genes. A total of 99, 94, 323, and 229 highly enriched GO terms in biological processes, cellular components, and molecular functions were derived from Ha vs. Hb, La vs. Lb, Ha vs. La and Hb vs. Lb groups, respectively (*p*-value < 0.05, Supplementary Table 6). Most enriched GO terms in four comparison groups included cellular developmental process (GO: 0048869), cell morphogenesis (GO: 0000902), metabolic process (GO: 0008152), neuron development (GO: 0048666), animal organ development (GO: 0048513), and developmental process involved in reproduction (GO: 0003006). These DE miRNA target genes are involved in cell development, metabolism, regulation of organismal development and reproduction, and some other important biological functions. KEGG pathways analysis revealed that DE mRNAs were assigned to 129, 124, 119, and 143 pathways in Ha vs. Hb, La vs. Lb, Ha vs. La, and Hb vs. Lb groups, respectively (*p*-value < 0.05, Supplementary Table 7). These pathways included Wnt (ko04310), Rap1 (ko04015), Hippp (ko04390), PI3K-Akt (ko04151), mTOR (ko04150), MAPK (ko04010), and Ras (ko04014). These results indicated that DE miRNAs in the testes of HZ and LC boars were involved in testicular development and spermatogenesis through the above pathways.

### Integrated analysis between DE miRNA and target mRNA in HZ and LC boars during the two stages

The mRNA expression data of 12 samples from our previous study were used for a pairwise integrated analysis (31). 

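At the paper's thresholds, 153 miRNAs were called in both Ha vs. Hb and Hb vs. Lb, and 40 of them were exist miRNAs. In 145 the directions were opposite: 82 were up in Ha vs. Hb and down in Hb vs. Lb, and 63 were down and then up. Both comparisons use the Hb libraries, so a library that is high or low by chance moves them in opposite directions. In 20 simulated draws in which Lb had the mean expression of Hb, 15 to 31 miRNAs (mean 24.8) were called in both, of which a mean of 18.1 went in opposite directions. The draws gave each miRNA the same spread in Ha, Hb and Lb and drew miRNAs independently, whereas the Hb libraries lay farther apart than the others. They may therefore understate the part played by the shared libraries. With p-values adjusted by the Benjamini-Hochberg method in both comparisons, 37 miRNAs were called in both and 36 of these went in opposite directions. With 1 library left out in turn, the number called in both at the unadjusted threshold ranged from 119 without Lb replicate 1 to 209 without Hb replicate 1. Among the other alternatives set beforehand it ranged from 108 with filterByExpr to 174 with all 12 libraries in 1 fit. In LC boars, 141 of the 145 were tested between the ages, and 103 of these (73.0%) changed in the same direction as in HZ boars. Over all 141, with changes against the HZ direction taken as negative, the median LC change was 0.55 on the log2 scale. The median size of the HZ change over the 145 was 2.57. Whether the age effect differed between the breeds was tested directly as an interaction over all 12 libraries. There, 9 of the 145 had an adjusted p-value under 0.05 and 83 an unadjusted p-value under 0.05. The 145 were selected for opposite changes in Ha vs. Hb and Hb vs. Lb, which by itself favours a larger age effect in HZ boars. The medians and the 83 therefore cannot be told apart from this selection. With scaling by library size alone, 52 of the miRNAs in opposite directions were up in Ha vs. Hb and 71 down.

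**Figure D1:**
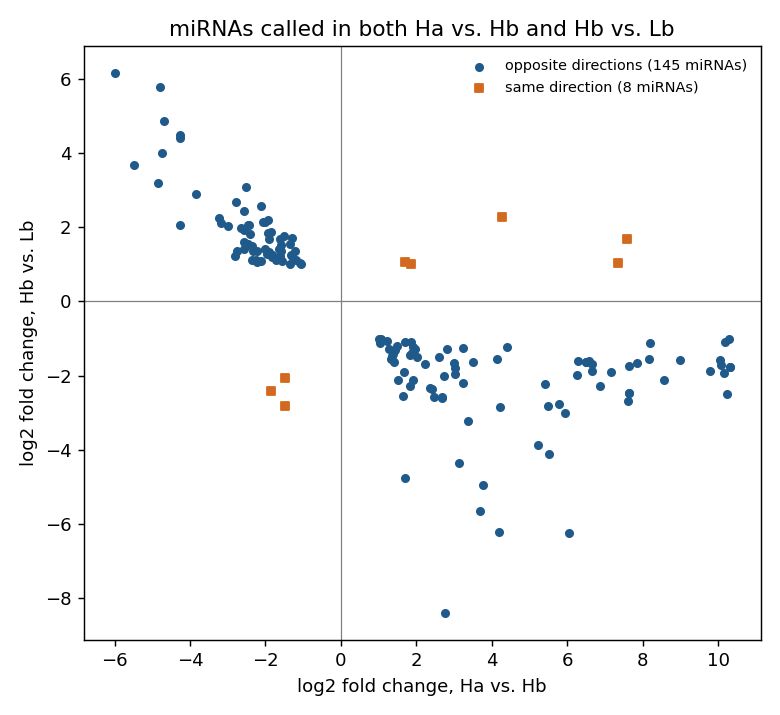
log2 fold changes in Ha vs. Hb (x axis) and Hb vs. Lb (y axis) of the 153 miRNAs called in both comparisons, a point per miRNA. Blue circles are the 145 in opposite directions, in the upper left and lower right quadrants, and orange squares the 8 in the same direction.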

To explore miRNAs related to precocious puberty in HZ boars, we screened 158 DE miRNAs from the Ha and Hb, Hb and Lb groups. These miRNAs contained important information both during testicular development in HZ boars and differences of sexual maturity in HZ and LC boars. We performed targeted association of these candidate miRNAs with previously identified DE mRNAs and functional enrichment analysis. A total of 234 GO terms (132 BP, 48 CC, and 24 MF) and 70 KEGG terms were enriched (*p*-value < 0.05, Supplementary Table 8). These GO terms were in-volved in focal adhesion (GO: 0005925), vasculogenesis (GO: 0001570), mitochondrion (GO: 0005739), calcium ion binding (GO: 0005509) and male gonad development (GO: 0008584). Figure 8A showed the top 10 GO terms (according to *p*-value) for BP, CC, and MF, respectively. These signal pathways include PI3K-Akt (ssc04151), Hippo (ssc04390), Rap1 (ssc04015), Glycolysis/Gluconeogenesis (ssc00010), and Ras (ssc04014) signaling pathways. This implies that these molecules may play a key role in regulating precocious puberty through the above signaling pathways. The top 20 KEGG pathways (according to *p*-value) were shown in Figure 8B. This implies that these miRNAs may play an important regulatory role in precocious puberty by targeting these genes through the above mentioned signaling pathways.

**Figure 8:**
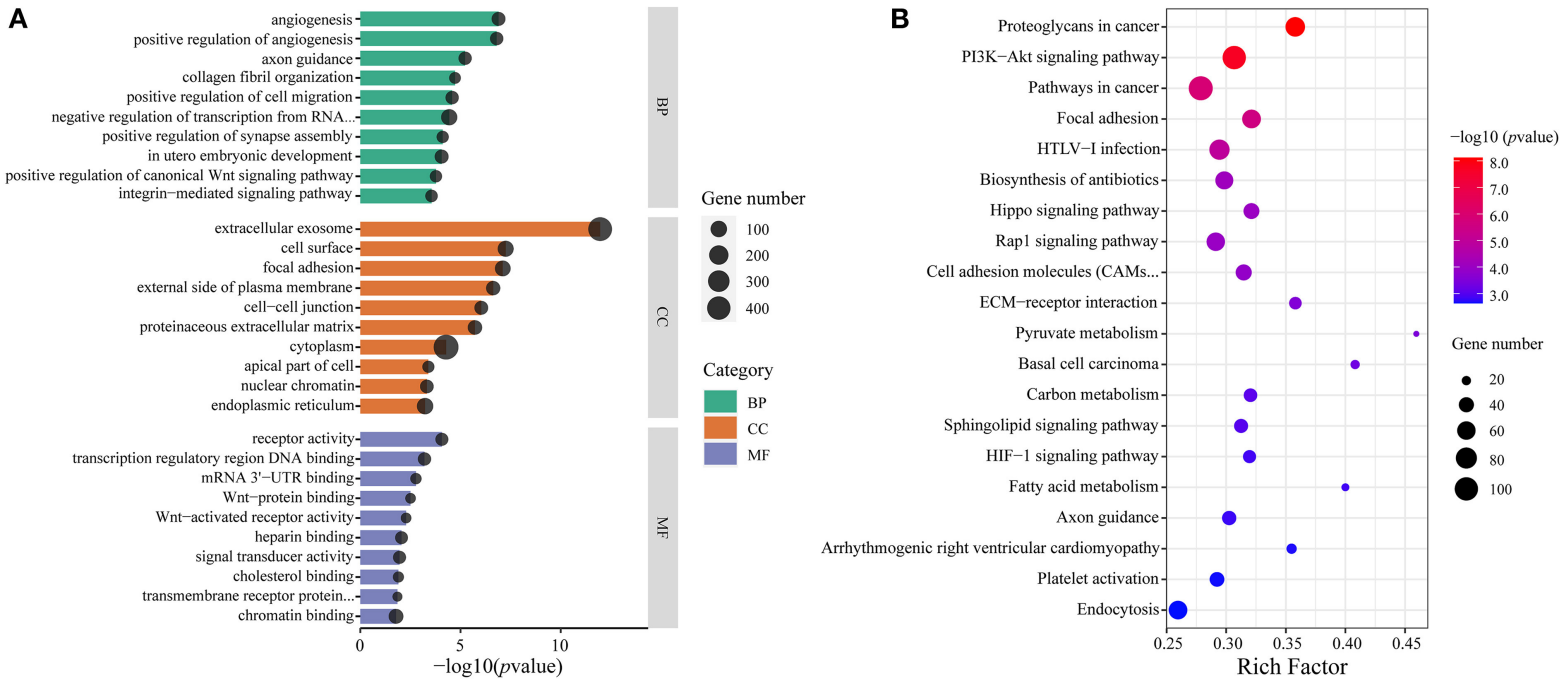
Functional enrichment analysis of candidate miRNAs target genes. **(A)** The top 10 GO terms for BP (green), CC (orange), and MF (purple), respectively. The x-axis indicates *p*-value and y-axis indicates the names of the cluster, and the size of dots indicates the numbers of genes; **(B)** The top 20 KEGG pathways of candidate miRNAs target genes. The x-axis indicates Rich Factor and the y-axis indicates name of KEGG pathway. The size of dots indicates the numbers of genes and the color of dots indicates *p*-value.

### The miRNA-mRNA interaction network

According to the negative regulatory effects of miRNAs on mRNAs, these 158 candidate miRNAs were targeted for association with 984 mRNAs previously screened to further explore the potential involvement of HZ boar precocious miRNAs. A total of 2,525 miRNA-mRNA relationship pairs were identified (Supplementary Table 9). To better understand the interactions between the miRNAs and their target genes, 10 most differentially expressed exist miRNAs and some corresponding target mRNAs were selected to construct a miRNA-mRNA network (Figure 9). 

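Among the 40 exist miRNAs called in both Ha vs. Hb and Hb vs. Lb, ssc-miR-29a-3p (MIR29A, chromosome 18 from 18040032 to 18040117, outside annotated genes, with a sequence 2 edits from ssc-miR-29c) rose from 839.7 ± 52.8 TPM (SD, n = 3) in Ha to 3414 ± 962 in Hb and was 1415 ± 106 in Lb, with log2 fold changes of 2.23 in Ha vs. Hb (standard error 0.324, adjusted p = 0.000159 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.69 in Hb vs. Lb (standard error 0.358, adjusted p = 0.0297). Without Hb replicate 3, the adjusted p in Hb vs. Lb was 0.14 in the same test. The difference between the age effects of the breeds in this miRNA was 1.73 (adjusted p = 0.0377 for the interaction). However, the interaction adjusted p was 0.0702 with scaling by library size. It was above 0.05 in 8 of the 12 fits that each left out 1 library, at most 0.136 without La replicate 3. The expression of ssc-miR-4332 rose from 1.68 ± 0.783 TPM in Ha to 13.0 ± 4.66 in Hb and was 4.01 ± 1.84 in Lb (log2 fold changes 3.03 and -1.95), and ssc-miR-153 rose from 5.65 ± 2.41 to 21.0 ± 6.25 TPM and was 10.3 ± 1.36 in Lb (1.97 and -1.29). In the opposite direction, ssc-miR-10383 fell from 6.21 ± 1.86 TPM in Ha to 0.713 ± 0.299 in Hb and was 3.62 ± 1.01 in Lb, lower in Ha vs. Hb with an adjusted p of 0.000297 and higher in Hb vs. Lb by a log2 fold change of 2.05 (adjusted p = 0.0429 in the same test). Without Lb replicate 1, the adjusted p of ssc-miR-10383 in Hb vs. Lb was 0.195 in the same test. The expression of ssc-miR-7139-3p (MIR7139, chromosome 5 from 104132132 to 104132191, within the bounds of E2F7) was 0.955 ± 0.375 TPM in Ha and at or under the floor in every Hb library, at least 2.56-fold lower. Its change in Hb vs. Lb, to 0.352 ± 0.149 TPM in Lb, was not called (adjusted p = 0.269). It was called at the unadjusted threshold without Hb replicate 1, with the exact test and with all 12 libraries in 1 fit. Without Hb replicate 1 both Hb libraries left held 0 counts, so no fold change is given for that fit. The interaction adjusted p-values were 0.0869 for ssc-miR-4332, 0.824 for ssc-miR-153, 0.0577 for ssc-miR-10383 and 0.0875 for ssc-miR-7139-3p, so for these a difference between the breeds in the age effect did not pass adjustment.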

The 10 miRNAs included the 5 most up-regulated miRNAs (ssc-miR-153, ssc-miR-29a-3p, ssc-miR-29b, ssc-miR-4332, and ssc-miR-383) in Ha vs. Hb group and down-regulated in Hb vs. Lb group, and the 5 most down-regulated miRNAs (ssc-miR-7139-3p, ssc-miR-615, ssc-miR-10383, ssc-miR-370, and ssc-miR-149) in Ha vs. Hb group and up-regulated in the Hb vs. Lb group. These results implied that the interaction between miRNA and mRNA may be involved in precocious puberty.

**Figure 9:**
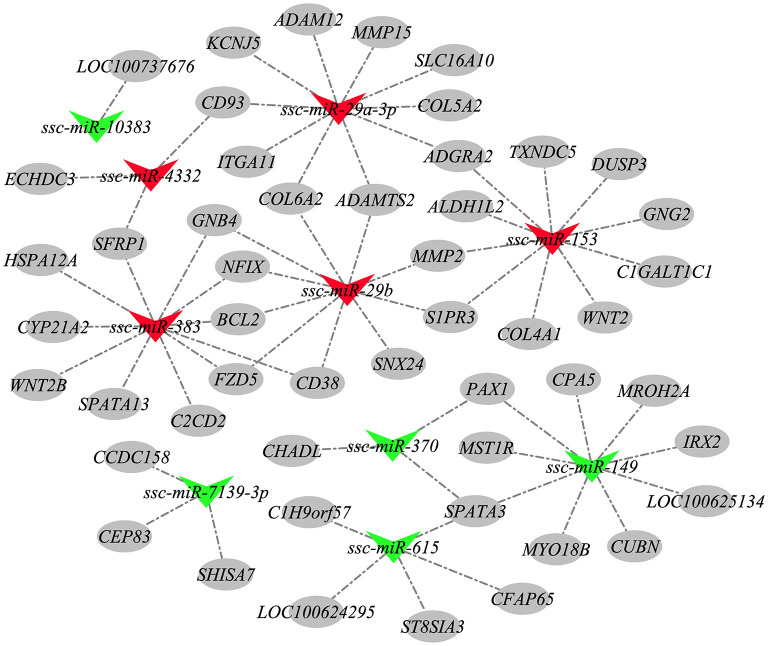
The miRNA-mRNA network. Nodes represent miRNA or target gene, and edges represent the negative regulatory interaction between miRNA and mRNA. Red triangles represent up-regulated miRNAs in Ha vs. Hb group and down-regulated in Hb vs. Lb group, green triangles represent miRNAs down-regulated in Ha vs. Hb group and up-regulated in the Hb vs. Lb group, and gray circles represent the target mRNAs of these miRNAs.

## Discussion

The reproduction performance of sire is crucial in livestock production, which can bring higher economic benefits. Early sexual maturity is an excellent reproductive characteristic of some local pig breeds in China, such as Hezuo (HZ) pig. It can improve the utilization of female animals, shorten the generation interval of excellent females, and accelerate the genetic breeding process. Our previous works have shown that HZ boars have reached sexual maturity at 4 months of age (31). To explore potential regulatory mechanisms of early sexual maturation in HZ boars, the serum hormones (T, E_2_, FSH, and LH) of HZ and LC boars at 30, 90, 120, 180, and 240 days were measured and compared, and the miRNAs in the testes of HZ and LC boars at 30 and 120 days were identified and comparatively analyzed using small RNA-Seq.

The concentration of sex hormones is closely associated with the reproductive performance of boars, which can reflect the development of their reproductive organs in a certain extent. As expected, hormone assay results showed that the serum *T* levels were generally on the rise and were higher in HZ boars than in LC boars at all ages, which is consistent with other local pig breeds [such as Xiang pig (33) and Erhualian pig (34)]. The secretion of T is mainly influenced by LH secreted by pituitary gland, and increases with the rise of LH (35). The trend of serum LH content was generally consistent with that of testosterone, indicating that LH can stimulate testicular Leydig cells to synthesize and secrete testosterone to promote spermatogenesis, and the increase in T levels were associated with accelerated postnatal division of testicular Leydig cells (36). Thus, the interaction of high testosterone and luteinizing hormone levels in HZ boars may have stimulated testicular development and spermatogenesis to reach sexual maturity more rapidly compared to LC boars. While *T* appears and acts on the male reproductive system, E_2_ also plays the same role for all target organs, working together with other hormones to perform the genesis, growth, maturation and regulation of the testes and germ cells (5). The serum E_2_ levels of HZ boars were higher than those of LC boars at all ages, indicating that high levels of E_2_ also play a regulatory role in sexual maturation. Interestingly, the serum FSH of HZ boars was higher than that of LC boars at 30 and 90 days, but significantly lower after 120 days. FSH promotes testicular Sertoli cell synthesis and stimulates the development of seminaferous epithelium and spermatogenesis (37). It may imply that the high levels of FSH play important regulatory functions in testicular development and spermatogenesis in HZ boars, especially before sexual maturation.

miRNA regulation is critical and effective mechanism underlying testicular development and spermatogenesis. miRNA has the potential to inhibit protein expression and degrade mRNA expression in germ cell proliferation and development in a post-transcriptional way (38), suggesting that as boars sexually mature, a certain number of some miRNA transcripts are needed to regulate processes related to sexual development. Read length distribution of 12 libraries showed that 21 to 24 nt represented the length of most small RNAs, of which 22 nt represented the highest percentage. This finding is consistent with the normal size of miRNAs reported in previous studies (39, 40).

Many mammalian miRNAs play important roles in development and other biological processes, and the expression patterns of miRNAs are tissue-specific or developmental stage-specific (41). Bioinformatics analysis of miRNAs derived from four pairwise comparisons (Ha vs. Hb, Ha vs. La, La vs. Lb, and Hb vs. Lb) from two different periods in HZ and LC boars showed that Ha and La were clustered and that Hb and Lb were clustered together (Figure 6C). These findings are consistent with our previous mRNA sequence analysis (35). However, the miRNA expression patterns of Hb and Lb were significantly different than that of Ha and Lb. These results may imply that the characteristics of HZ boars that have reached sexual maturity at 120 days are different from those of LC boars that have not yet reached puberty at the same age. 

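The spread of libraries bears on the difference between Hb and Lb. Pairs of an Hb and an Lb library had correlations of 0.936 to 0.968 across the 807 miRNAs, and pairs of Hb libraries had 0.957 to 0.980, so the ranges overlapped, while pairs of Lb libraries had 0.983 to 0.989. Pairs of an Ha and a La library had 0.978 to 0.985, below the pairs within Ha (0.990 to 0.994) and within La (0.995 to 0.996). Without Hb replicate 2, 185 miRNAs were called in Hb vs. Lb at the unadjusted threshold and 36 after adjustment.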

A large number of miRNAs were up-regulated in Ha and La, but down-regulated in Hb and Lb.

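Among the miRNAs called with age in both breeds, 34 were lower at 120 days in both and 264 were higher in both. By class, the share of calls that were up in Ha vs. Hb was 39.2% for exist miRNAs, 63.7% for known miRNAs and 82.7% for those predicted with miRDeep2, and in La vs. Lb it was 68.4%, 76.4% and 94.8%.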

To further identify miRNAs related to precocious puberty traits in HZ boars, we focused on two comparison groups (Ha vs. Hb and Hb vs. Lb) to screen for co-differentially expressed miRNAs. A total of 158 miRNAs were initially screened out for subsequent focused analysis. Based on our previous RNA-Seq data, we predicted target genes for these miRNAs and performed GO and KEGG analysis on these target genes. The results showed that most of them were involved in metabolism of various materials and were enriched in some common pathways (such as PI3K-Akt, Hippo and Rap1), which play a functional role in testis development and spermatogenesis (42–44). By further screening these miRNAs based on fold change and expression, ssc-miR-29b, ssc-miR-199b, ssc-miR-383, ssc-miR-149, ssc-miR-615, and ssc-miR-370 were identified. This suggests that these differentially expressed miRNAs might play important roles in the process of sexual maturation in HZ boars.

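The depth of the counts differed widely between these 6 miRNAs. Mean TPM in each group was highest for ssc-miR-199b-5p and lowest for ssc-miR-383, which had at most 0.901 TPM in any library. Between Ha and Hb the log2 fold changes of all 6 kept their call when any 1 library was left out. Between Hb and Lb the calls of ssc-miR-383 and ssc-miR-370 depended on single libraries, and ssc-miR-149 and ssc-miR-615 were not called. The calls of ssc-miR-29b and ssc-miR-199b-5p held at the unadjusted threshold without any 1 library, but did not pass adjustment without Hb replicate 3. The interaction of breed and age had adjusted p-values of 0.0529 for ssc-miR-370, 0.0686 for ssc-miR-199b-5p, 0.0696 for ssc-miR-149, 0.0924 for ssc-miR-29b, 0.135 for ssc-miR-615 and 0.627 for ssc-miR-383 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the age effect of none of the 6 was shown to differ between the breeds after adjustment.

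**Figure D2:**
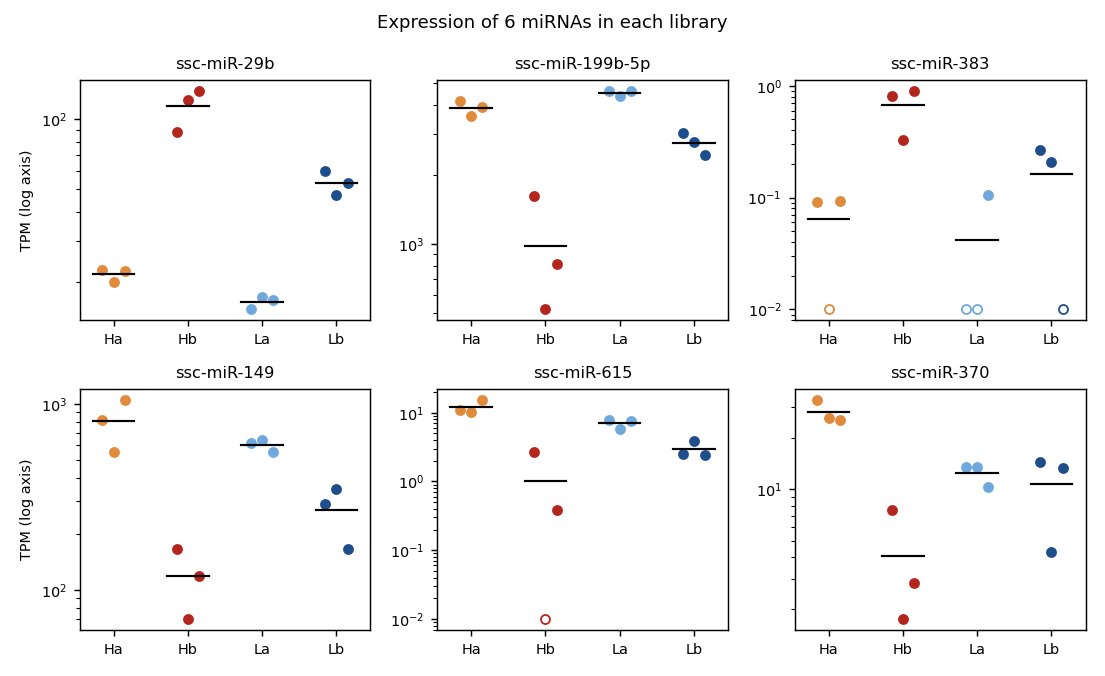
TPM (log axis, which differs between the panels) of the 6 miRNAs in each of the 12 libraries by group. Points are libraries, open where the count is 0, which is written as 0.01, and black lines are the means of 3 libraries. The Hb libraries of ssc-miR-29b, at 88.1 to 132.6 TPM, lie above those of every other group.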

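The mature sequence of ssc-miR-199b-5p is 3 edits from that of ssc-miR-199a-5p, which held 6468248 counts in all against 432241, so the authors' counting could have split tags between them. MIR199B lies on chromosome 1 of Sscrofa11.1 from 268691520 to 268691593, within the bounds of DNM1. Expression of ssc-miR-199b-5p was 3885 ± 290 TPM (SD, n = 3) in Ha and 983 ± 568 in Hb, a log2 fold change of -1.96 (standard error 0.273, adjusted p = 0.000114 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 2748 ± 313 TPM in Lb, higher than in Hb by 1.28 on the log2 scale (adjusted p = 0.0297). Without Hb replicate 3, this adjusted p was 0.155 in the same test. The La libraries held 4396 to 4626 TPM of ssc-miR-199b-5p, above the 2421 to 3046 TPM of Lb. By mean TPM its rank among all miRNAs was 35 in Ha, 73 in Hb, 32 in La and 47 in Lb, and that of ssc-miR-29b was 331, 196, 343 and 269.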

miR-199b and miR-29 are spermatogonial stem cells specific miRNAs (45). miR-199b was one of the 30 most abundantly expressed miRNAs in testicular and ovarian tissues (46) and was down regulated in mature porcine testis compared with immature testis (47), this is consistent with our results. In addition, miR-29b down-regulation was reported to confirm modulated methylation of genomic DNA in primordial germ cells by targeting *Dnmt3a* and *Dnmt3b* essential for gonadal development (48). The up-regulation of ssc-miR-29b expression in sexually mature HZ boars in our study was likely related to its role in testicular development and spermatogenesis, and results also showed that ssc-miR-29b targets multiple collagen genes such as *COL1A2, COL4A1*, and *COL6A2*. 

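Mature ssc-miR-29b derives from MIR29B-1 on chromosome 18 from 18039629 to 18039709 and MIR29B-2 on chromosome 9 from 135019079 to 135019162, neither within an annotated gene. Its expression was 21.5 ± 1.41 TPM (SD, n = 3) in Ha, 114 ± 23.1 in Hb and 53.4 ± 6.41 in Lb, with log2 fold changes of 2.60 in Ha vs. Hb (standard error 0.344, adjusted p = 7.73e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.51 in Hb vs. Lb (standard error 0.347, adjusted p = 0.0392). Without Hb replicate 3, the adjusted p in Hb vs. Lb was 0.155 in the same test. In LC boars ssc-miR-29b also rose with age, from 15.2 to 17.3 TPM in the La libraries to 47.1 to 59.9 TPM in the Lb libraries. Its sequence is 3 edits from ssc-miR-29c. Target genes were not analysed here.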

*COL6A2* has been reported to play a major role in cell adhesion and affects the secretion of testicular Leydig cells (49). Interestingly, we also found that ssc-miR-29b targets the *ITGB1* gene and involved in gametogenesis and cell adhesion molecules. *ITGB1* can also activate the PI3K-Akt signaling pathway (50), which plays a key role in embryonic testis cord formation (51) and the self-renewing division of SSCs (52). miR-383 is mainly localized to spermatogonia and primary spermatocytes in early spermatogenesis, and its expression has been reported to be down-regulated in the testes of patients with non-obstructive azoospermia (53), it has also been reported that miR-383 is associated with spermatogenesis as its targets a tumor suppressor, interferon regulatory factor-1 (54). 

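Counts of ssc-miR-383 (MIR383, chromosome 17 from 2698041 to 2698122, within the bounds of SGCZ) were few in every library. Its expression was 0.0649 ± 0.0476 TPM (SD, n = 3) in Ha, at or under the floor in each library, and 0.679 ± 0.308 in Hb, at least 2.37-fold higher (adjusted p = 0.0219 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between Hb and Lb the log2 fold change was -2.22 (adjusted p = 0.171), and the call at the unadjusted threshold was lost without Hb replicate 3, without Lb replicate 3 and with scaling by library size. The known miRNA miR-383-x was about as high in each Lb library, at 46.1 to 61.1 TPM, as in the lowest Hb library, at 44.5 TPM. It differed between Hb and Lb by -1.27 on the log2 scale (adjusted p = 0.0429). Without Hb replicate 3, that adjusted p was 0.17 in the same test.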

Our study showed that miR-383 expression was upregulated in sexually mature HZ boars and it targeted *BCL2* and *CYP21A1*. In previous literature, *BCL2* is predicted by miR-449 and mediates spermatogonia apoptosis. High levels of BCL2 protein in male germ cells result in highly abnormal adult spermatogenesis with infertility (55). *CYP21A2* is responsible for 21 hydroxylase activity, mutations in *CYP21A2* can lead to 21 hydroxylase deficiency (56). It has been speculated in our previous studies to play roles in premature maturation of HZ boars (31). Thus, we suggested that miR-383 may target *BCL2* and *CYP21A2* to play a regulatory role in precocious puberty in HZ boars. Notably, our results indicated that ssc-miR-149, ssc-miR-370 and ssc-miR-615 are highly expressed in immature HZ boars and simultaneously target the *SPATA3* gene. 

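In HZ boars, ssc-miR-370 was expressed at 28.2 ± 4.19 TPM (SD, n = 3) in Ha and 4.04 ± 3.08 in Hb, a log2 fold change of -2.80 (standard error 0.406, adjusted p = 0.000159 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 10.7 ± 5.54 TPM in Lb, and its call in Hb vs. Lb (1.24, adjusted p = 0.164) was lost without any 1 of Hb replicates 2 and 3 and Lb replicates 1 and 3, and with the filter on low counts. Expression of ssc-miR-615 (MIR615, chromosome 5 from 19246763 to 19246850, within the bounds of HOXC5) was 12.2 ± 2.63 TPM in Ha and 1.03 ± 1.45 in Hb (log2 fold change -3.64, adjusted p = 0.00132), with 2.69, 0.01 and 0.386 TPM in Hb replicates 1, 2 and 3. In Hb vs. Lb it was not called (1.45, adjusted p = 0.281). Without Hb replicate 1 it was called, with 0 and 3 counts in the Hb libraries left. These are at or under the floor, so no fold change is given for that fit. The expression of ssc-miR-149 was 552 to 1047 TPM in the Ha libraries and 552.6 to 639.5 TPM in the La libraries, so it was about as high in LC boars at 30 days, and in Hb vs. Lb its log2 fold change of 0.94 (adjusted p = 0.0881) was under the threshold. It was 1.01 without Hb replicate 1 and 1.17 without Lb replicate 3. All 3 miRNAs were lower in every Hb library than in every Ha library. At 30 days, ssc-miR-370 and ssc-miR-615 were also lower in every La library than in every Ha library. The La libraries held 10.3 to 13.5 TPM of ssc-miR-370, against 25.5 to 33.0 TPM in Ha. For ssc-miR-615 they held 5.88 to 7.85 TPM, against 10.35 to 15.2 TPM in Ha. The SPATA3 gene was not analysed here.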

*SPATA3* has been demonstrated to be the most significantly down-regulated gene in the testes of infertile patients (57) and to play a key role in mouse spermatogonia development (58). Moreover, our previous study has been speculated that it may also play important roles in precocious puberty of HZ boars (31). Hence, we further speculated that ssc-miR-149, ssc-miR-370, and ssc-miR-615 co-regulate *SPATA3* gene to play important roles in precocious puberty of HZ boars.

## Conclusions

In this study, we compared the serum T, E_2_, FSH, and LH levels of HZ and LC boars at different ages (30, 90, 120, 180, and 240 days). High levels of sex hormones may be correlated with the precocious development of HZ boars. Small RNA-Seq was used to identify the miRNA of testes in HZ boars and LC boars at 30 and 120 days. Based on our previous RNA-Seq data, a joint analysis was performed to initially screen out some miRNAs (ssc-miR-29b, ssc-miR-199b, ssc-miR-383, ssc-miR-149, ssc-miR-615, and ssc-miR-370) that may regulate precocious sexual maturation traits in HZ boars. The study provides an improved understanding of the roles of miRNAs in precocious sexual maturation in HZ boars.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by Faculty Animal Policy and Welfare Committee of Gansu Agricultural University. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

BZ, ZY, and SG designed the study. BZ performed the research and analyzed the data with the support of ZY in statistics and prepared and wrote the original draft. ZY, YG, JL, ZW, PW, QY, XH, and SG supervised the project. ZY and SG reviewed the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Breeding and Cultivation of New Local Pig Breeds (Synthetic Lines) in the Northern Region (2021YFD1301200) and the Protection and Quality Improvement of Gansu Local Pig Germplasm Resources (GSLK-2021-13).

## Conflict of interest

Author YG was employed by Jilin Rongtai Agricultural Development Co., Ltd., China. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

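Small RNA libraries were made from the testes of Hezuo (HZ) and Landrace (LC) boars aged 30 or 120 days, with 3 libraries in each of 4 groups (Ha, Hb, La and Lb), and the libraries were kept apart in every table. The authors removed low-quality reads, adaptors and short tags with fastp. They also removed tags matching other non-coding RNAs and the exons, introns and repeats of Sscrofa11.1. They matched the rest to miRBase with bowtie and predicted further miRNAs with miRDeep2. The paper states that miRDeep2 also counted the reads on known mature miRNAs. The deposited counts are raw tag counts of each listed miRNA in each library, which are whole numbers that were not normalized. The TPM that the authors deposited divides each count by a library total that lies between the sum of the listed counts and the clean tags and scales the quotient as the unit implies, and it writes a count of 0 as 0.01. A column of totals deposited with the counts equals their sum over the 12 libraries, and the listed length equals that of the listed sequence. For each predicted miRNA the authors also deposited the miRDeep2 score, the GC percent and the position of its hairpin, of which only the position was used here.

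Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by glmQLFit and glmQLFTest on the counts, with TMM normalization and without robust estimation, in a separate fit for each comparison over the miRNAs with at least 1 count in its 6 libraries. The paper's text names edgeR and its thresholds but not the edgeR test. A miRNA was called at an absolute log2 fold change above 1 and an unadjusted p-value under 0.05, as in the paper, and the number with a Benjamini-Hochberg adjusted p-value under 0.05 is given beside it. The difference between the age effects of the breeds was tested in the same way as an interaction over all 12 libraries. The test was checked on simulated counts with 200 changed miRNAs: 184 of the 200 (92.0%) were called in the right direction, 167 after adjustment, and 33 of the 1221 unchanged miRNAs (2.70%) were called. For the interaction, 137 of 200 had an adjusted p-value under 0.05, and 4 of the 1252 unchanged.

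Principal components used log2(TPM + 1) of the miRNAs with a mean of at least 1 TPM, centred and not scaled, and clustering used average linkage on 1 minus the Pearson correlation. The miRNAs reported by name are the 24 that the paper names from these libraries and, in each comparison and for the interaction, up to 2 with the largest rise and 2 with the largest fall among those with an adjusted p-value under 0.05 and a mean of at least 10 TPM in a group. Other names are marked where they appear. Names of genes and positions of exist miRNAs came from the annotation of Sscrofa11.1 by name, which gives the bounds of genes and not their exons. Sequences within 3 edits of a named miRNA were listed, since tags can be split between them. Lists of marker miRNAs for blood, striated muscle, epithelium and meiotic and haploid germ cells were summed as TPM in each library.

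The tests, the rule for names, the marker lists and most alternatives were set before the data were examined. The alternatives were RLE normalization, scaling by library size, the Wald test of DESeq2 1.42.0, edgeR's exact test, robust estimation, edgeR's filterByExpr, all 12 libraries in 1 fit, merging of identical sequences, the replicate number as a block, fold changes from mean TPM, and each library left out in turn, with other transformations, filters, distances and linkages for the components and the clustering. An exact test with common and tagwise dispersion with fold changes from mean TPM, removal of each library's trend with GC content, and fold changes from mean TPM for the named miRNAs were added after seeing the data. Sets of miRNAs by position were not tested, because 40.6% of the listed miRNAs had a position. RT-qPCR, histology, mRNA expression, target genes and pathways were not analysed here.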

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

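All the tests of explanations in this part were chosen after the results were seen.

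The age effect differed between the breeds for 20 of 1452 miRNAs (adjusted p-value under 0.05 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 9 rising more or falling less in HZ boars and 11 in LC boars, and for 307 at an unadjusted p-value under 0.05. The 20 list 18 distinct sequences, 9 of them on either side, since m0252-5p, m0253-5p and m0254-5p, named here after their values were seen, list the same sequence and counts. The paper does not report a test of this difference. Of 100 drawn splits of the 12 libraries, the real one included, 2 gave as many miRNAs, and the drawn split among these gave 33. The draws moved libraries between the ages as well as the breeds, which widens the spread within drawn groups. They therefore cannot tell whether random groups within an age would give as many, and this stays open. Removal of each library's trend with GC content left 39 miRNAs, the 20 among them, which argues against that trend as the whole cause. After every library was thinned to the smallest, 11 remained, all among the 20, and all 20 kept their direction, so a part played by depth cannot be told apart from the loss of counts by thinning. The number ranged from 0 without La replicate 3 or without Lb replicate 1 to 168 without Hb replicate 1. At 0 with La replicate 3 left out, 256 miRNAs had an unadjusted p-value under 0.05, and 249 did with Lb replicate 1 left out. A biological difference in maturation between the breeds stays open and was not tested.

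The rule for names gave 4 of the 20. For miR-2478-z, the difference between the age effects was 1.97 on the log2 scale (standard error 0.309, adjusted p = 0.0145 in the same test), with a log2 fold change of 1.90 in HZ boars and -0.01 in LC boars. Its 18 nt sequence ends in CCA and lies 1 edit from those of miR-3968-z and miR-3963-z. For m0021-3p the difference was 2.52 (standard error 0.420, adjusted p = 0.0145), from 1.71 in HZ boars and -0.76 in LC boars. For miR-409-y it was -3.37 (standard error 0.643, adjusted p = 0.0324), from -3.24 and 0.19, and for ssc-miR-1249 it was -3.77 (standard error 0.812, adjusted p = 0.0377), from -2.56 and 1.27. Across the other alternatives the adjusted p-value ranged from 2.1e-06 to 0.0702 for miR-2478-z, from 1.22e-05 to 0.0702 for m0021-3p, from 4.74e-05 to 0.0702 for miR-409-y and from 0.000645 to 0.0702 for ssc-miR-1249, and was above 0.05 only with scaling by library size. The difference of the first 2 lost its side of the threshold without La replicate 3 and without Lb replicate 1, and that of the others in 7 of the fits that each left out 1 library. The highest adjusted p-values in those fits were 0.0879 without Lb replicate 1 for miR-2478-z, and without La replicate 3 they were 0.103 for m0021-3p and 0.136 for miR-409-y and ssc-miR-1249.

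A pair of miRNAs that the paper does not discuss were counted in LC boars and hardly in HZ boars at either age. Expression of ssc-miR-4331-5p (MIR4331, chromosome 6 from 65468483 to 65468562) was 33.0 ± 5.48 TPM (SD, n = 6) in LC boars, between 25.6 and 38.5, against 2 counts of 49353198 in the 6 HZ libraries, at least 100-fold higher. Expression of ssc-miR-7135-5p (MIR7135, chromosome 3 from 28371952 to 28372010, within the bounds of ABCC1) was 5.97 ± 1.91 TPM in LC boars, between 2.44 and 7.75, against 1 count in HZ boars, at least 18.1-fold higher. A search for miRNAs with at most 3 counts in each of the 6 libraries of 1 breed and more than 10 in each of the other found these 2, with few or no counts in HZ boars, and 0 with few or no counts in LC boars. Depth is argued against, since at the LC mean the smallest HZ library would hold 245 counts of ssc-miR-4331-5p and 44.3 of ssc-miR-7135-5p. The 3p arms held 141 counts for ssc-miR-4331-3p and 60 for ssc-miR-7135-3p over the HZ libraries, against 127 and 280 over the LC libraries. They argue against a hairpin absent or silent in HZ boars only if the 3p tags came from that hairpin, which was not tested. In LC boars the arms of ssc-miR-4331 did not change together with age. The 5p arm had 30.1 TPM in La and 35.9 in Lb, and the 3p arm 0.354 and 3.02. Expression of ssc-miR-7135-3p was lower in every HZ library (0.553 to 1.64 TPM) than in every LC library (1.92 to 5.30), so a lower level of this hairpin in HZ boars stays open for a part of the difference. A base difference in the mature sequence in HZ boars, which might keep its tags from matching, stays open: 0 listed sequences lie within 3 edits of ssc-miR-4331-5p, so this was not tested for it, and the 1 listed within 3 edits of ssc-miR-7135-5p, miR-7135-x, named after its values were seen, held 0 counts in HZ boars of 20 in all. Unlisted sequences were not analysed here, so a base difference cannot be told apart from a difference in how the arms are kept or from an absent or silent hairpin.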

How the results depend on the processing

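Apart from the fits that left out a library, which follow below, the number of called miRNAs in a comparison stayed within 1.5 times its value except under the alternatives named here, and the calls between the ages were more often up than down under each. With filterByExpr, which tests fewer miRNAs, 352 were called in Ha vs. Hb, 257 in La vs. Lb, 62 in Ha vs. La and 145 in Hb vs. Lb, and after adjustment 256 in La vs. Lb and 42 in Ha vs. La. The share of rises in Ha vs. La was then 25.8%, against 39.7%. Scaling by library size moved the split in Hb vs. Lb from 122 up and 121 down to 140 up and 75 down, and left 9 miRNAs after adjustment, of which 5 were up, against 16 of 47. With filterByExpr 8 of 34 were up there. Scaling by library size also changed the split of the miRNAs in opposite directions in Ha vs. Hb and Hb vs. Lb from 82 and 63 to 52 and 71, and the side with more miRNAs also turned round with all 12 libraries in 1 fit (83 and 84), with fold changes from mean TPM (68 and 76) and, in an alternative chosen after seeing the data, with the exact test with common and tagwise dispersion and fold changes from mean TPM (73 and 78). The number after adjustment in Hb vs. Lb was 105 with DESeq2, 118 with the exact test and 138 with all 12 libraries in 1 fit, and that in Ha vs. La was 27 in the last. The cause was not tested.

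With all 12 libraries in 1 fit, 5 miRNAs were called in all 4 comparisons, and 5 were with the exact test with common and tagwise dispersion and fold changes from mean TPM, an alternative chosen after seeing the data. For the interaction, 36 miRNAs had an adjusted p-value under 0.05 with RLE normalization, 20 of them larger in HZ boars against 9 of 20, 121 with DESeq2, 63 with filterByExpr and 11 with identical sequences merged. With scaling by library size there were 0, and 301 at an unadjusted p-value under 0.05. The share of the leading principal component was 41.0% with TPM not logged and scaled, 43.8% with scaling after the log and 72.9% with TMM-normalized CPM. All 12 libraries were grouped by age in each clustering tried.

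With the replicate number as a replicate block, 491 miRNAs were called in Ha vs. Hb, 436 in La vs. Lb, 107 in Ha vs. La and 238 in Hb vs. Lb, 133 after adjustment in Hb vs. Lb, 6 in all 4 comparisons, and 20 in the interaction. Libraries with the same number did not deviate together, with correlations from -0.175 to 0.18 over 525 miRNAs, so the numbers do not pair the samples.

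Across the fits that each left out 1 library, from 493 to 572 miRNAs were called in Ha vs. Hb, from 420 to 481 in La vs. Lb, from 107 to 144 in Ha vs. La and from 183 to 305 in Hb vs. Lb. After adjustment these were from 341 to 486, from 331 to 441, from 52 to 111, the last without Ha replicate 3, and from 12 without Hb replicate 3 to 148 without Hb replicate 1, with 14 without Lb replicate 1 and 29, of which 15 were up, without Lb replicate 2. The overlap of Ha vs. Hb and Hb vs. Lb ranged from 119 to 209, the number called in all 4 comparisons from 2 without La replicate 3 to 8 without Hb replicate 1, and the interaction from 0 without La replicate 3 (256 at an unadjusted p-value under 0.05) to 168 without Hb replicate 1. Of the interactions, 2 were left without Ha replicate 2, 2 without La replicate 2 and 4 without Lb replicate 3, all larger in HZ boars. The leading component took from 67.6 to 77.6%, the last without Hb replicate 2.

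None of the 66 fold changes of named miRNAs, nor of the 20 interactions with an adjusted p-value under 0.05, changed its sign under the alternatives tried. The interactions of other named miRNAs were not followed across the alternatives. Of the 66 fold changes of named miRNAs, the other alternatives set beforehand gave 557 values on the same side of the thresholds, 12 that passed them anew and 11 that no longer passed, and leaving out a library gave 357, 12 and 27. For the 20 interactions, 104 values passed and 33 did not, and with a library left out 84 and 156. In 17 cases the miRNA was not tested. Of 3 alternatives added after seeing the data, fold changes from mean TPM passed 3 anew, the exact test with common and tagwise dispersion 6 and removal of the GC trend 1, and none was lost. The share of 22 nt or its alternatives moved by more than 1 SD in 5 of 8 values, and the sums of marker miRNAs in 2 of 16. Depth limits miRNAs near the floor, such as ssc-miR-383, miR-21-z and ssc-miR-7139-3p. Sets of miRNAs by genome position were not run.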

Differences from the paper's values

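The paper gives 5 miRNAs called in all 4 comparisons, against 3 here. Among the alternatives set before the data were examined, the number came within 1.5 times the paper's with RLE normalization (4), scaling by library size (4), the exact test (4), all 12 libraries in 1 fit (5), the replicate block (6) and fold changes from mean TPM (4), and without any 1 of Ha replicates 1 (5) and 3 (6), Hb replicate 3 (5), La replicates 1 (5) and 2 (4) and Lb replicate 3 (4). It did not with DESeq2, robust estimation, filterByExpr or merged sequences, nor without the other libraries. The 5 in 1 fit of all libraries are not the paper's 5, since they include ssc-miR-7136-5p and ssc-miR-187 in place of ssc-miR-153 and miR-127-z. Removal of the GC trend, chosen after seeing the values, gave 4.

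The edgeR exact test with common and tagwise dispersion and fold changes from mean TPM, chosen after seeing the values as 1 of 8 combinations of 4 normalizations and 2 dispersion estimates, gave the paper's numbers of up- and down-regulated miRNAs in each of the 4 comparisons, the paper's 158 miRNAs in both Ha vs. Hb and Hb vs. Lb, against 153 here, and the paper's 5 in all 4. It shared 549, 468, 133 and 247 calls with Supplementary Table 5 (between the ages in HZ boars, between the ages in LC boars, between the breeds at 30 days and at 120 days), where the test used here shared 533, 438, 115 and 214.

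The leading principal component takes about 40% in Figure 5A, read by eye, against 69.0% here. Of the alternatives set before the data were examined, TPM not logged with each miRNA scaled (41.0%) and scaling after the log (43.8%) came within 1.5 times of it, and the others, each library left out included, did not.

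Of the 66 fold changes of named miRNAs listed in Supplementary Table 5, 64 lay within 1 standard error of the values here or are lower bounds, and none had the opposite sign. In Hb vs. Lb the paper's log2 fold change of ssc-miR-29a-3p is -1.27, against -1.69 here (standard error 0.358). It lay within that error with scaling by library size (-1.27), all 12 libraries in 1 fit (-1.62), the replicate block (-1.56), and without Hb replicate 2 (-1.30) or Hb replicate 3 (-1.55), and beyond it with the other alternatives set for this value before the data were examined. For ssc-miR-29b the paper's value is -1.09, against -1.51 here (standard error 0.347). It lay within that error with scaling by library size (-1.09), all 12 libraries in 1 fit (-1.43), the replicate block (-1.40), and without Hb replicate 2 (-1.11), Hb replicate 3 (-1.43) or Lb replicate 2 (-1.43), and beyond it with the others. Among alternatives run for these values only after seeing them, fold changes from mean TPM and the exact test with common and tagwise dispersion both gave -1.27 for ssc-miR-29a-3p and -1.09 for ssc-miR-29b, and removal of the GC trend gave -1.56 and -1.43, all within the error.

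The paper calls 6 named pairs that are not called here. In Hb vs. Lb, ssc-miR-149 had a log2 fold change of 0.94 and was called with scaling by library size (1.18) and without Hb replicate 1 (1.01) or Lb replicate 3 (1.17). In Ha vs. La, ssc-miR-153 (-0.99) was called with scaling by library size (-1.07), filterByExpr (-1.02) and without Ha replicate 1, Ha replicate 2 or La replicate 1, and miR-127-z (-0.94) with scaling by library size (-1.03) and without Ha replicate 3 or La replicate 2. In Ha vs. Hb, miR-21-z was called with RLE normalization, the exact test, all 12 libraries in 1 fit, and without Ha replicate 3 or Hb replicate 1. In Hb vs. Lb, ssc-miR-7139-3p was called with the exact test, all 12 libraries in 1 fit and without Hb replicate 1, and ssc-miR-615 with these, with the replicate block (1.82) and without Lb replicate 3. Among the alternatives run for named miRNAs only after seeing the values, fold changes from mean TPM called ssc-miR-149 (1.18), ssc-miR-153 (-1.06) and miR-127-z (-1.02). In this set, the exact test with common and tagwise dispersion called all 6, and removal of the GC trend called miR-21-z.

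The paper's text places Ha and Lb close together, whereas the mean distance here was 17.0 between Ha and La and 41.1 between Ha and Lb. It lists ssc-miR-217 among both the up- and the down-regulated miRNAs, whereas its log2 fold change here was 1.70 in Ha vs. Hb and 1.07 in Hb vs. Lb, and ssc-miR-149, which fell by 2.71 on the log2 scale in Ha vs. Hb, is not in the list. The paper states that many miRNAs were higher at 30 days and lower at 120 days, whereas here 34 miRNAs were lower at 120 days in both breeds and 264 higher. It names chromosome 12 and not 6 among those with the most miRNAs, and here chromosome 6 held 46 and chromosome 12 held 33 of those with a position.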

Other observations

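All the tests of explanations in this part were chosen after the results were seen.

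For each of the 4 comparisons, 1 of the 10 splits of its 6 libraries, the real split, gave as many called miRNAs, and 1 of 10 as many after adjustment. The other 9 splits gave 5 to 24 calls in Ha vs. Hb against 570, 5 to 26 in La vs. Lb against 464, 7 to 42 in Ha vs. La against 121 and 22 to 82 in Hb vs. Lb against 243, and 0 after adjustment in each comparison. With 3 libraries against 3 the share of splits cannot fall under 0.1, so this share by itself leaves random groups open. After removal of each library's trend with GC content, 546 of the 570 calls in Ha vs. Hb and 224 of the 243 in Hb vs. Lb kept their call and direction, which argues against that trend as the cause.

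More miRNAs rose than fell with age. In Ha vs. Hb, 63.5% of the calls were up, and in La vs. Lb 81.9%. With every library thinned to the smallest the shares were 65.7% and 81.8%, and with scaling by library size 61.9% and 87.1%, which argues against depth and TMM scaling as the cause. Among exist miRNAs alone the share was 39.2% in Ha vs. Hb, so the excess of rises there may come from the miRNAs outside the pig set of miRBase, whereas in La vs. Lb it was 68.4%, which argues against them as the whole cause. A change of the testis with age stays open and was not tested.

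Most miRNAs called in both Ha vs. Hb and Hb vs. Lb changed in opposite directions. The comparisons share the Hb libraries, which by itself favours opposite directions: in draws with Lb at the mean of Hb, 72.8% of the miRNAs called in both went in opposite directions, from 53.6 to 90.0% in single draws, against 94.8% of the 153. With 1 Hb library used in one comparison and the other 2 in the other, so that none was shared, the share was 86.2% over the 6 divisions of the Hb libraries together, against 32.9 to 54.7% in the draws divided in the same way, which argues against the shared libraries as the whole cause. In single divisions it was 74.7 to 95.2%, against 27.3 to 73.7% in the draws. The lowest had Hb replicate 2 by itself in Hb vs. Lb and lay little above the draws. In each division the comparison with 1 Hb library took its spread from the other group alone, in the data and the draws alike. All draws gave each miRNA the same spread in Ha, Hb and Lb and drew miRNAs independently, so they may understate the effect of sharing. A part played by the shared libraries therefore stays open.

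The Hb libraries lay farther apart than those of the other groups, with a mean distance 1.87 times the largest within another group. The ratio was 1.82 with every library thinned to the smallest, 1.68 without the 10 most abundant miRNAs, 1.59 with TMM-normalized values and 1.56 after removal of the trend with GC content, each of which argues against that explanation as the whole cause. A different stage of maturation of the animals cannot be told apart: the deviation of Hb replicate 2 from the other Hb libraries had a correlation of -0.13 across miRNAs with the LC age effect, against 0.02 for Hb replicate 1 and 0.21 for Hb replicate 3, and miRNAs are not independent replicates.

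The list for meiotic and haploid germ cells was matched by lettered names, so members listed without a letter, as miR-29-y is, could not match. The only match was ssc-miR-34c. It had 12.5 to 62.0 TPM in the libraries at 30 days, 9330 to 11630 TPM in Lb, and 1218, 1732 and 11010 TPM in Hb replicates 1, 2 and 3. The animals behind Hb replicates 1 and 2 may have been at an earlier stage of maturation. Over 82 miRNAs that rise with age in LC boars by more than 2 on the log2 scale, the median log2 difference from Lb was -0.21 in Hb replicate 1, -0.13 in Hb replicate 2 and 0.27 in Hb replicate 3, against -3.19, -1.92 and 0.31 for ssc-miR-34c, so the stage of the animals cannot be told apart from variation of this miRNA between libraries. The blood list summed to 2298, 1027 and 863.2 TPM in Hb replicates 1, 2 and 3 and to 1357 to 1768 TPM in Ha, 2201 to 2468 in La and 1220 to 1272 in Lb, with ssc-miR-144 and ssc-miR-451 the most abundant. The striated muscle list summed to 131.8 to 283.2 TPM in Ha, 452.9 to 743.6 in Hb, 108.1 to 202.3 in La and 696.7 to 840.0 in Lb, mostly ssc-miR-1. The epithelium list summed to 82.6 to 98.0 TPM in Ha, 32.6 to 107.4 in Hb, 64.0 to 91.5 in La and 60.5 to 167.7 in Lb, mostly ssc-miR-200b except in Hb replicates 2 and 3. The testis itself may express members of each list, so the sums do not name a source.

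Of 161 known miRNAs of up to 19 nt, 19 (11.8%) end in CCA, against 6 of 606 longer ones (0.99%, Fisher's exact test, two-sided, p = 2.92e-09) and 3 of 353 exist miRNAs. Ends of tRNA, which carry CCA, may be among them, but no tRNA sequences were compared, so this cannot be told apart from miRNAs with the same end. Identical sequences were not counted alike: miR-2779-z, miR-7550-x and miR-11202-x list the same sequence with 11772, 7223 and 5890 counts in all, whereas m0008-3p and m0009-3p list the same sequence with 11690 counts each. The 944 counts of m0056-3p in Lb replicate 3 stand against 95 of m0020-3p, 1 edit away, which had 583 and 223 in the other Lb libraries. Those of this paragraph that the rule for names does not cover were chosen after their values were seen, and no explanation was tested for the counts of identical or near-identical sequences.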
